# Aminoprocalcitonin protects against hippocampal neuronal death via preserving oxidative phosphorylation in refractory status epilepticus

**DOI:** 10.1038/s41420-023-01445-7

**Published:** 2023-05-04

**Authors:** Changgeng Song, Jingjing Zhao, Jianmin Hao, Dan Mi, Jiajia Zhang, Yingying Liu, Shengxi Wu, Fang Gao, Wen Jiang

**Keywords:** Epilepsy, Cell death in the nervous system

## Abstract

Refractory status epilepticus (RSE) is a neurological emergency where sustaining seizure causes severe neuronal death. Currently, there is no available neuroprotectant effective in RSE. Aminoprocalcitonin (NPCT) is a conserved peptide cleaved from procalcitonin, but its distribution and function in the brain remain enigmatic. Survival of neurons relies on sufficient energy supply. Recently, we found that NPCT was extensively distributed in the brain and had potent modulations on neuronal oxidative phosphorylation (OXPHOS), suggesting that NPCT might be involved in neuronal death by regulating energy status. In the present study, combining biochemical and histological methods, high-throughput RNA-sequence, Seahorse XFe analyser, an array of mitochondria function assays, and behavior-electroencephalogram (EEG) monitoring, we investigated the roles and translational values of NPCT in neuronal death after RSE. We found that NPCT was extensively distributed throughout gray matters in rat brain while RSE triggered NPCT overexpression in hippocampal CA3 pyramidal neurons. High-throughput RNA-sequence demonstrated that the influences of NPCT on primary hippocampal neurons were enriched in OXPHOS. Further function assays verified that NPCT facilitated ATP production, enhanced the activities of mitochondrial respiratory chain complexes I, IV, V, and increased neuronal maximal respiration capacity. NPCT exerted multiple neurotrophic effects including facilitating synaptogenesis, neuritogenesis, spinogenesis, and suppression of caspase-3. A polyclonal NPCT immunoneutralization antibody was developed to antagonize NPCT. In the in vitro 0-Mg^2+^ seizure model, immunoneutralization of NPCT caused more neuronal death, while exogenous NPCT supplementation, though did not reverse death outcomes, preserved mitochondrial membrane potential. In rat RSE model, both peripheral and intracerebroventricular immunoneutralization of NPCT exacerbated hippocampal neuronal death and peripheral immunoneutralization increased mortality. Intracerebroventricular immunoneutralization of NPCT further led to more serious hippocampal ATP depletion, and significant EEG power exhaustion. We conclude that NPCT is a neuropeptide regulating neuronal OXPHOS. During RSE, NPCT was overexpressed to protect hippocampal neuronal survival via facilitating energy supply.

## Introduction

Most seizures are brief and self-limiting [1]. Status epilepticus (SE) is a neurological emergency defined as self-sustaining seizure prolonged more than 5 min [2]. Unfortunately, between 20% and 43% of SE patients are resistant to benzodiazepines and at least one antiepileptic drug and they are referred to as refractory SE (RSE) [3]. RSE is a devastating clinical condition where sustaining drug-resistant seizure causes severe neuronal death, accompanied by a mortality over 35% [4]. Although previous studies have identified multiple mechanisms contributing to neuronal death after RSE [5], currently, there is no available neuroprotective therapy that is effective in RSE.

The brain is a highly energy-demanding organ, accounting for only 2% of the total body weight but over 20% of the resting metabolism consumption [6]. Survival of neurons relies on sufficient energy supply. Sustaining seizure activity represents a metabolic threat that pushes brain energy consumption and supply to its limits [7]. It has been demonstrated that mitochondrial dysfunction and resultant ATP depletion and energy failure determine the neuronal dying process after RSE [8]. Thus, identifying and targeting the key molecule that regulates neuronal ATP production and energy homeostasis in RSE bears the translational value to inhibit neuronal death caused by RSE.

Aminoprocalcitonin (NPCT) is the peptide cleaved from the amino terminal of procalcitonin (PCT), with the amino acid sequence of NPCT highly conserved among all vertebrates [9]. Although the parent peptide PCT is serum biomarker of infection routinely checked in clinical practices, knowledge about NPCT remains enigmatic. Tavares et al. reported that intracerebroventricular (i.c.v.) administration of human NPCT caused anorexic and catabolic behavioral consequences in rats [10–13]. Except for these, no other evidence exists concerning the biological functions of NPCT in the central nervous system (CNS).

Recently, we found that NPCT was extensively distributed throughout the brain and had potent regulations on the neuronal oxidative phosphorylation (OXPHOS). This inspires us to hypothesize that NPCT might be involved in neuronal death after RSE via regulating neuronal energy status. In the current study, we further investigated the roles and mechanisms of NPCT in neuronal death after RSE. We demonstrated that seizure-induced hippocampal NPCT overexpression was an endogenous neuroprotective mechanism to protect against neuronal death via preserving ATP supply in RSE, and exogenous NPCT supplementation bears the translational value to become a novel neuroprotectant. Our study revealed that NPCT was a novel neuropeptidergic regulator of neuronal OXPHOS, and provided a new therapeutic strategy to treat neuronal death after RSE.

## Results

### NPCT is a neuropeptide widely distributed in brain regions activated during SE

We started our study by investigating the overall distribution of NPCT in rat brain under physiological condition. NPCT was extensively distributed in gray matters with region specificity throughout the rat brain, and it nearly did not exist in white matters (Fig. 1A and Supplementary Fig. S1A–G). Brain regions with the highest NPCT expression (immunohistochemistry score >9 and ≤12) included the arcuate hypothalamic nucleus, the supraoptic nucleus, the medial habenular nucleus, and the medial orbital cortex (Fig. 1A). The development of SE involves a sequential activation of brain regions. At the initiation of seizure, the hippocampus and entorhinal cortex are activated [14], where NPCT was expressed in medium-high levels (Fig. 1A, B). NPCT was expressed in medium to medium-high levels in brain regions activated during the peak of SE [14], including motor, somatosensory, and piriform cortices (Fig. 1A and Supplementary Fig. S1A), motor thalamic nuclei including the anteroventral and ventromedial thalamic nuclei (Fig. 1A and Supplementary Fig. S1C), midline thalamic nuclei including the paraventricular thalamic nucleus, inter-mediodorsal, mediodorsal, rhomboid, reuniens, and submedius thalamic nuclei (Fig. 1A and Supplementary Fig. S1C), and reticular thalamic nucleus and posterior thalamic nucleus group (Fig. 1A and Supplementary Fig. S1C).

**Fig. 1:**
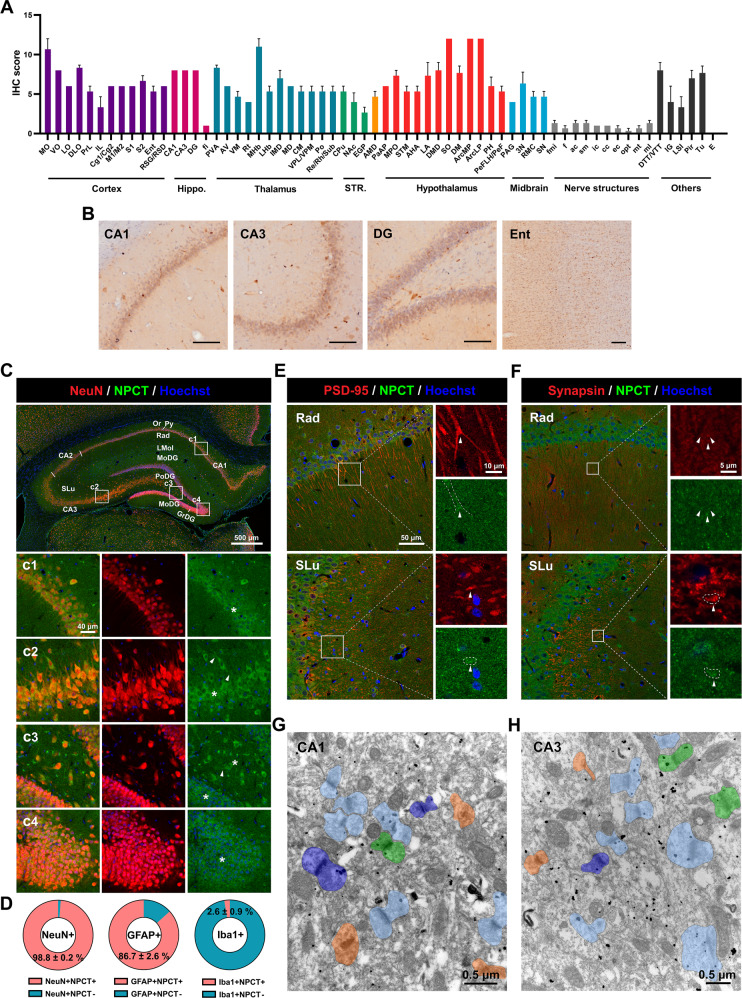
NPCT is extensively distributed throughout the gray matters and is a neuropeptide locating both presynaptically and postsynaptically in hippocampus. **A** IHC scores of the expression of NPCT in brain regions or nuclei. The higher IHC scores indicate the more intensive expression of NPCT. **B** The distribution of NPCT in brain regions activated at the initiation of SE. Bar scale = 100 μm. **C** Panorama showing the colocalization of NPCT with the neuronal marker NeuN in different territories of the rat hippocampus under physiological condition. (c1-c4) Enlarged pictures of insets from (**C**). Note that NPCT exists in neuronal somata (asterisks) and proximal dendrites (arrowheads). **D** The proportions of neurons, astrocytes, and microglia that express NPCT in the hippocampus. **E** Colocalization of NPCT and postsynaptic marker PSD-95 in the radiatum layer of CA1 and stratum lucidum of CA3. Arrowheads and dotted lines in enlarged pictures indicate the enrichment of NPCT in postsynaptic domain. **F** Colocalization of NPCT and presynaptic marker synapsin in the radiatum layer of CA1 and stratum lucidum of CA3. Arrowheads and dotted lines in enlarged pictures indicate the localization of NPCT in presynaptic domain. **G**, **H** Representative immunoelectron microscopic images showing the synaptic distribution of NPCT in CA1 (**G**) and CA3 (**H**). Synapses in (**G**, **H**) were classified into four categories based on the distribution of NPCT: NPCT in presynaptic domain (dark blue), NPCT in postsynaptic domain (light blue), NPCT in both pre- and postsynaptic domains (green), synapse without NPCT distribution (orange). Quantitative analysis demonstrated that in CA1 20.13% synapses contained NPCT in presynaptic domain, 32.89% synapses contained NPCT in postsynaptic domain, 10.74% synapses contained NPCT both pre- and postsynaptically, while 36.24% synapses had no NPCT immunoreactivity (*n* = 149 synapses from 3 rats), while the proportions in CA3 were 8.77%, 43.27%, 12.87%, and 35.09%, respectively (*n* = 171 synapses from 3 rats). All data are presented as mean ± SEM. *n* = 3 rats. CA1 field CA1 of the hippocampus, CA2 field CA2 of the hippocampus, CA3 field CA3 of the hippocampus, Ent entorhinal cortex, GrDG granular layer of the dentate gyrus, IHC immunohistochemistry, LMol lacunosum moleculare layer of the hippocampus, MoDG molecular layer of the dentate gyrus, Or oriens layer of the hippocampus, PoDG polymorph layer of the dentate gyrus, Py pyramidal cell layer of the hippocampus, Rad radiatum layer of the hippocampus, SLu stratum lucidum of the hippocampus, Other abbreviations please refer to Supplementary Fig. S1.

Next, we asked the cell types expressing NPCT in the hippocampus. We found that NPCT was expressed in nearly all neurons and most astrocytes in the hippocampus while its expression in microglia was neglectable (Fig. 1C, D and Supplementary Fig. S2). In neurons, NPCT was concentrated in somata and proximal dendrites (Fig. 1C), while in astrocytes NPCT mainly localized in somata rather than processes (Supplementary Fig. S2A). Moreover, NPCT was also co-localized with both PSD-95 (a postsynaptic marker) and synapsin (a presynaptic marker) in the radiatum layer of CA1 and stratum lucidum of CA3 (Fig. 1E, F), suggesting its pre- and postsynaptic existence, which was verified by immunoelectron microscopy (Fig. 1G, H). Negative control omitting the primary antibody (Supplementary Fig. S3) and antibody pre-absorbed with NPCT peptide (Supplementary Fig. S4) showed no specific staining. Collectively, these results demonstrated that NPCT was a neuropeptide locating in brain regions activated during SE, suggesting the involvement of NPCT in seizure activity.

### RSE triggered specific overexpression of NPCT in CA3 pyramidal neurons in hippocampus

Refractoriness of seizure increases as seizure prolongs [5]. To establish the RSE model, we determined the relationship of diazepam (DZP) resistance with seizure duration in the lithium-pilocarpine model. DZP was ineffective to halt seizure behavior in SE persisting 30 min or 1 h rather than 5 min (Fig. 2A). Moreover, the mortalities of SE lasting 30 min and 1 h were similar and significantly higher than that of SE lasting 5 min (Fig. 2B), consistent with clinical observations that RSE caused significantly higher mortality [3]. Drug resistance was further confirmed by the hippocampal electroencephalogram (EEG) in SE lasting 1 h. Both seizure spike frequency and total spectral power significantly increased after the onset of SE and kept higher than baseline until 30 min after DZP (Fig. 2C–F), meeting the definition of drug resistance [15]. Thus, in the following experiments, we chose seizure lasting 1 h as the RSE model.

**Fig. 2:**
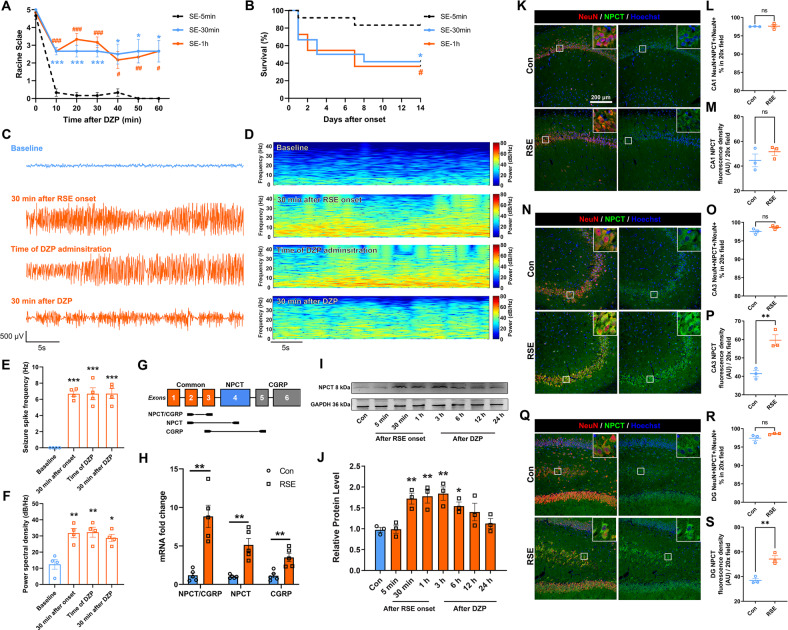
Hippocampal NPCT is overexpressed in CA3 pyramidal neurons in rat model of RSE. **A** Racine scale after DZP administration in SE lasting different durations. Repeated measure two-way ANOVA with Tukey’s post hoc analyses. *n* = 6 rats in each group. *P < 0.05, ***P < 0.001, SE-30 min vs. SE-5 min; ^#^*P* < 0.05, ^# #^*P* < 0.01, ^# # #^*P* < 0.001, SE-1h vs. SE-5 min. **B** Survival curves of animals with SE lasting different durations. Log-rank test. *n* = 12 rats in each group. *P < 0.05, SE-30 min *vs*. SE-5 min; ^#^*P* < 0.05, SE-1h *vs*. SE-5 min. **C** Representative hippocampal EEG traces and (**D**) corresponding EEG power spectrum within epoch length of 30 s at baseline before pilocarpine, 30 min after RSE onset, time when DZP was administered, and 30 min after DZP administration. **E** EEG seizure spike frequency and (**F**) power spectral density at different time points in the rat RSE model. One-way ANOVA with Turkey’s post hoc analyses. *n* = 4 rats. **G** Schematic of the *Calca* gene showing exons 1–3 shared by NPCT and CGRP, NPCT-specific exon 4, and CGRP-specific exons 5,6. Locations of primer sets are shown to measure NPCT + CGRP (exon 2 and 3), exclusive NPCT (exon 2 and 4), and exclusive CGRP (exon 3 and 5). Exon 4 is removed from the mRNA of CGRP. **H** The mRNA fold change of total NPCT/CGRP, exclusive NPCT, and exclusive CGRP after 1 h of RSE in rat hippocampus. Student’s *t*-test (with Welch’s correction for NPCT/CGRP and exclusive NPCT). *n* = 5 rats in each group. **I**, **J** Hippocampal NPCT protein levels at different time points in the RSE model. One-way ANOVA with Dunnett’s post hoc analyses. *n* = 3 rats in each group. **K** Representative images showing the expression of NPCT in CA1 neurons. Both the percentage of NPCT-containing neuron to total neuron number (**L**) and the NPCT fluorescence density within CA1 neurons (**M**) were calculated. Student’s *t*-test. *n* = 3 rats in each group. **N** Representative images showing the expression of NPCT in CA3 neurons. Both the percentage of NPCT-containing neuron to total neuron number (**O**) and the NPCT fluorescence density within CA3 neurons (**P**) were calculated. Student’s *t*-test. *n* = 3 rats in each group. **Q** Representative images showing the expression of NPCT in DG neurons. Both the percentage of NPCT-containing neuron to total neuron number (**R**) and the NPCT fluorescence density within DG neurons (**S**) were calculated. Student’s *t*-test. *n* = 3 rats in each group. *P < 0.05, ** *P* < 0.01, ***P < 0.001, compared with control group in the above figures excluding (**A**, **B**). All data are presented as mean ± SEM. AU arbitrary unit, CA1 field CA1 of the hippocampus, CA3 field CA3 of the hippocampus, DG dentate gyrus, DZP diazepam, RSE refractory status epilepticus.

We next explored the hippocampal NPCT expression in this RSE model. Considering the *Calca* gene encoding NPCT has two transcripts (NPCT and calcitonin gene-related peptide, CGRP) due to alternative splicing, we designed primer sets to specifically detect the total mRNA of NPCT and CGRP, exclusive NPCT, and exclusive CGRP, according to the arrangement of exons (Fig. 1G) [16]. RSE triggered significant transcription of the exclusive mRNA of NPCT by around 5-fold (Fig. 2H). Moreover, the hippocampal NPCT protein levels started to rise 30 min after RSE onset and kept overexpressed until 6 h after DZP (Fig. 2I, J and supplementary file of uncropped western blots). To further confirm the cellular origin of the overexpressed NPCT, NPCT was co-stained with markers of neurons, astrocytes, and microglia. We found that RSE induced a significant increase of the NPCT fluorescence density in neurons of CA3 and DG (Fig. 2K–S) without altering the proportion of neurons expressing NPCT (Fig. 2L, O, R). Further morphological analysis confirmed that in CA3 NPCT was upregulated in the pyramidal neurons (Fig. 2N, insets), and in DG NPCT was increased in pyramidal neurons protruded from CA3 (Fig. 2Q, insets). RSE did not alter the expression of NPCT in either astrocyte or microglia (Figure S5). Taken together, these results demonstrated that RSE triggered specific overexpression of NPCT in hippocampal CA3 pyramidal neurons.

### NPCT promotes OXPHOS and facilitates ATP production in primary hippocampal neurons

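Primary hippocampal neurons at 7 days in vitro were incubated for 24 h with vehicle or with 1 nM NPCT, and RNA of 3 libraries per group was sequenced. Another 3 libraries in the same table came from neurons incubated with 1 nM PCT, the parent peptide of NPCT. The authors aligned the clean reads to the rat genome, counted the reads on each gene and calculated FPKM, and the deposited table gives the FPKM of 34092 genes in each of the 9 libraries. The methods speak of RNA from pooled samples of biological triplicates, whereas the sample labels name 3 replicates per group, so how far the 3 libraries of a group were independent is not known from the paper's text. The libraries of a group differed by more than sampling alone. The chi-square of the fragments over genes, divided by its degrees of freedom, was 4.34 to 23.0 in the 9 pairs of libraries within groups, where a value of 1 is what sampling gives. FPKM multiplied by gene length was a whole multiple of a single step per library in 100% of the values above 0, so the fragments behind the values were recovered. They summed to between 14527524 and 15360559 per control library (median 15027542), between 13573056 and 15224624 per NPCT library (median 14020181) and between 14106698 and 17211642 per PCT library (median 15187736). Expression was compared on log2 FPKM with a pseudocount of 0.1 in the 15958 genes whose mean FPKM over the 9 libraries was at least 0.5. All 9 libraries entered a single limma fit, and a gene was a DEG at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change above 1.5, the thresholds of the methods. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1, so each call rests on the spread that limma estimates across genes. On simulated data of the same design, in which 200 of 15971 genes changed 2-fold, this procedure called 195 of the changed genes and 10 unchanged ones. The simulated genes varied independently at a single dispersion, and the changed ones were drawn from the better expressed genes. No difference between libraries that moves many genes together was simulated, so this recovery does not carry over to these libraries.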

To explore the functions of NPCT to neurons, high-throughput RNA-sequence was performed in primary hippocampal neurons stimulated with NPCT. A total of 594 genes were differentially expressed with 433 upregulated and 161 downregulated (Fig. 3A). 

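In the limma fit of all 9 libraries on log2 FPKM, 35 genes were DEGs between NPCT and vehicle, of which 24 were higher and 11 lower with NPCT. The paper's count came from DESeq2 on read counts, which was not run here. The smallest Benjamini-Hochberg adjusted p from limma was 0.0493, 75 genes had an adjusted p of at most 0.05 regardless of fold change, and 4671 genes had an unadjusted p under 0.05. The 3 NPCT libraries all lay on the same side of the 3 control libraries in 6435 genes, or 40.3%, where chance gives 10%. Among the alternatives, a fit of only the 2 groups compared moved the count most, to 579 DEGs with 421 higher and 158 lower, and these included all 35 of the 9-library fit. The count was 560 without PCT replicate 3, 223 without PCT replicate 1 and 1 without PCT replicate 2, whereas it was between 0 and 2 without any one of the control or NPCT libraries, with 3290 to 4316 genes at an unadjusted p under 0.05.
The 5 largest rises and the 5 largest falls in fold change among the 35 DEGs, each with an adjusted p of 0.0493 from limma with Benjamini-Hochberg adjustment, illustrate the size of the changes. Uqcc2 (ENSRNOG00000025909, chromosome 20 from 5712203 to 5723902 in the authors' annotation, whose build the paper's text does not name) encodes an assembly factor of complex III. It measured 16.8 ± 1.13 FPKM in control neurons and 38.2 ± 5.17 FPKM in NPCT neurons (SD, n = 3 libraries each), a log2 fold change of 1.18 (standard error 0.18). Fmc1 (ENSRNOG00000005618, chromosome 4 from 66276835 to 66284868), an assembly factor of complex V, went from 3.45 ± 0.330 to 7.35 ± 1.16 FPKM, a log2 fold change of 1.06 (standard error 0.18). Gstm3 had the largest rise, with a log2 fold change of 2.00, but its control libraries held 4 to 7 fragments. Tstd1 (ENSRNOG00000047123, chromosome 13 from 89805962 to 89807243) went from 3.57 ± 0.464 to 7.60 ± 1.39 FPKM and Dynlrb2 (ENSRNOG00000012450, chromosome 19 from 49016891 to 49028404) from 5.91 ± 0.540 to 12.5 ± 2.12 FPKM. Among the falls, Mir301a (ENSRNOG00000035586, chromosome 10 from 74417746 to 74417845) was listed at 0 in the 3 NPCT libraries and rested on 2 to 4 fragments per control library, and AC095678.1 (ENSRNOG00000041746, chromosome 2 from 62203811 to 62203871), a miRNA gene of 61 bases, fell by 2.15 on the log2 scale with 3 to 7 fragments per NPCT library. AC130232.2 (ENSRNOG00000060701) and AABR07033023.1 (ENSRNOG00000029956) fell by 0.91 and 0.90, and Cip2a (ENSRNOG00000039183, chromosome 11 from 54377374 to 54404612) fell from 3.07 ± 0.171 to 1.72 ± 0.0757 FPKM. None of these 10 genes kept an adjusted p of at most 0.05 in every fit that left out one library, the highest being 0.168 for each of them.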

GO and KEGG enrichment analyses were performed to differentially expressed genes (DEGs). In GO analysis, the top significant enrichments in biological process, cellular component, and molecular function were “nucleoside triphosphate metabolic process”, “mitochondrial protein complex”, and “structural constituent of ribosome”, respectively (Fig. 3B). 

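The terms were examined through lists of gene families fixed by symbol, and GO annotations were not used here. Tested were 69 genes of cytosolic ribosomal proteins and 76 genes of mitochondrial ribosomal proteins. Among the 35 DEGs of the 9-library fit were 0 genes of cytosolic ribosomal proteins, 32 of which had an unadjusted p under 0.05, and 1 gene of a mitochondrial ribosomal protein. This gene, Mrpl54 (ENSRNOG00000020464, chromosome 7 from 11321057 to 11323577), rose from 30.4 ± 2.13 to 53.0 ± 7.02 FPKM (SD, n = 3 libraries each), a log2 fold change of 0.79 (standard error 0.12), and lost its call in the same way as the genes above when single libraries were left out. Against all genes tested, 0.167 mitochondrial ribosomal protein genes were expected among the DEGs (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1). Among the DEGs of the fit of only the 2 groups compared, a count added after the data had been seen, were 7 cytosolic ribosomal protein genes against 2.50 expected (adjusted p = 0.0709) and 6 mitochondrial ribosomal protein genes against 2.76 expected (adjusted p = 0.189), and all of them were higher with NPCT.
As sets, both families lay higher with NPCT, although less so without NPCT replicate 3. The median log2 fold change was 0.24 for cytosolic ribosomal proteins, with 57 of 69 genes higher (adjusted p = 4.5e-07 from limma's camera with Benjamini-Hochberg adjustment over 23 lists), and 0.21 for mitochondrial ribosomal proteins, with 61 of 76 genes higher (adjusted p = 1.9e-05 from the same test). With single libraries left out the medians were 0.17 to 0.29 and 0.14 to 0.24, and with the gene length trend removed they were 0.092 and 0.11. At an adjusted p of at most 0.05, 26 and 19 genes of these families passed when adjusted over the list alone, and 1 of each passed when adjusted over all genes tested. Random lists matched on expression and gene length rose as well, to medians of 0.14 and 0.13, and against them the adjusted p was 0.128 and 0.202. Of 10 lists past the threshold in this comparison under camera's preset correlation, 0 passed with fry, where the smallest adjusted p was 0.0518, 0 passed with a correlation estimated from the data, and 3 passed against the random lists.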

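Of the nuclear genes that encode subunits of complexes I to V, 78 were tested, and 63 of them were higher in NPCT neurons than in control neurons, with a median log2 fold change of 0.23 (adjusted p = 2.8e-07, limma's camera with Benjamini-Hochberg adjustment). The median level of these genes relative to the mean of the 9 libraries was -0.15 ± 0.014 on the log2 scale in the control libraries and 0.09 ± 0.093 in the NPCT libraries (SD, n = 3 each). Every NPCT library lay above every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). None of the 78 genes was a DEG in the 9-library fit, although 41 had an unadjusted p under 0.05. An adjusted p of at most 0.05 was reached by 30 genes when adjusted over the list alone and by 1 gene when adjusted over all genes tested. Leaving out single libraries gave medians from 0.18 to 0.28. The median moved most when the trend of each library with gene length was removed, which left 0.08 and kept the list past the threshold, and the adjusted p over all alternatives ranged from 6.6e-09 to 0.469. The 78 genes are short, with a median length of 704.5 bases against 2136 bases over all genes tested, and random lists matched on expression and length had a median of 0.15 (adjusted p = 0.222 for the difference). Among the 579 DEGs of the fit of only the 2 groups compared were 12 of the 78 genes against 2.83 expected (one-sided Fisher's exact test, adjusted p = 2.6e-04), and all 12 were higher with NPCT. This count was added after the data had been seen.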

While in KEGG analysis, the most enriched term was “oxidative phosphorylation” (Fig. 3C). Thus, we deduced that NPCT had significant impacts on mitochondrial respiratory chain complexes and OXPHOS.

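By complex, the median log2 fold change between NPCT and control was 0.24 over 36 nuclear genes of complex I, 0.11 over 4 genes of complex II, 0.15 over 9 genes of complex III, 0.23 over 14 genes of complex IV and 0.21 over 15 genes of complex V. The adjusted p from limma's camera with Benjamini-Hochberg adjustment was 1.8e-05 for complex I, 0.0098 for complex IV and 0.0011 for complex V, and it was 0.28 for complex II and 0.156 for complex III. With single libraries left out, the median was 0.19 to 0.29 for complex I, 0.23 to 0.37 for complex IV and 0.14 to 0.28 for complex V, the latter lowest without NPCT replicate 3. With the gene length trend removed, complex I went to 0.097 and complex V to 0.082, complex II went to -0.0074, and complex IV went to 0.06 with an adjusted p of 0.292.
The 13 subunits encoded by the mitochondrial genome moved in the opposite direction. All 13 were lower with NPCT, with a median log2 fold change of -0.62 (adjusted p = 1.1e-05 from the same test), which stayed between -0.66 and -0.53 when single libraries were left out. It shrank to -0.23 with quantile normalization and to -0.21 with each library's slope on gene length as a covariate, a fit added after the data had been seen, in which the nuclear subunits went to 0.13. Quantile normalization gives each rank the same value in every library, so it can by itself remove a joint fall of transcripts at very high levels, such as COX1. None of the 13 was a DEG in the 9-library fit, 11 had an unadjusted p under 0.05, and 11 passed when adjusted over the list alone. COX1 had the highest level, and measured 9258 ± 825 FPKM in control neurons and 7121 ± 701 FPKM in NPCT neurons (SD, n = 3 libraries each), a log2 fold change of -0.38 (standard error 0.16, adjusted p = 0.152 from limma with Benjamini-Hochberg adjustment). All transcripts of the mitochondrial genome together took 5.44 ± 0.352% of the fragments in control libraries and 3.96 ± 0.239% in NPCT libraries (SD, n = 3 each; exact two-sided permutation test, p = 0.1). Both movements were also seen in a single library without NPCT. PCT replicate 3 departed from the mean of PCT replicates 1 and 2 by a median of 0.18 over the nuclear subunits and -0.51 over the mitochondrial ones. Across 9795 genes outside the lists, which are not independent replicates, this departure correlated with the difference between NPCT and control (Spearman's rho 0.72, Pearson's r 0.58).
From the enrichment of the DEGs in terms of mitochondria and of OXPHOS (Fig. 3B, C), the paper reasons that NPCT acted strongly on the complexes of the mitochondrial respiratory chain and on OXPHOS, the step that the later experiments on mitochondrial function build on.

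**Figure D1:**
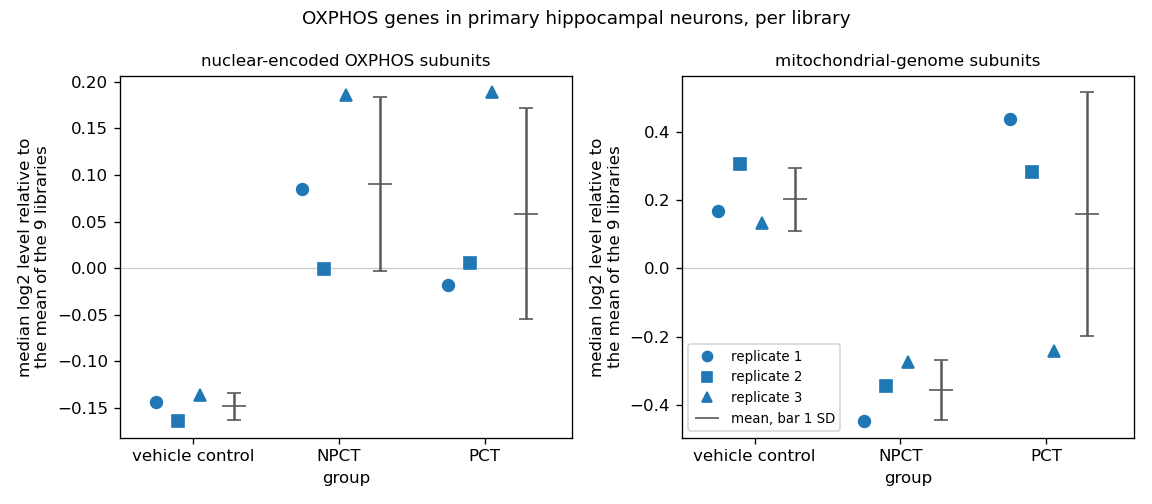
Median log2 level of the nuclear-encoded OXPHOS subunits (left) and of the subunits encoded by the mitochondrial genome (right) in each library, relative to the mean of the 9 libraries. Symbols are replicates, and the horizontal line and bar are the mean and 1 SD of the 3 libraries of a group. In the left panel the control libraries lie between -0.16 and -0.14 and the NPCT libraries between -0.00087 and 0.19, and in the right panel the control libraries lie between 0.13 and 0.31 and the NPCT libraries between -0.45 and -0.28, with PCT replicate 3 apart from the other PCT libraries.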

**Fig. 3:**
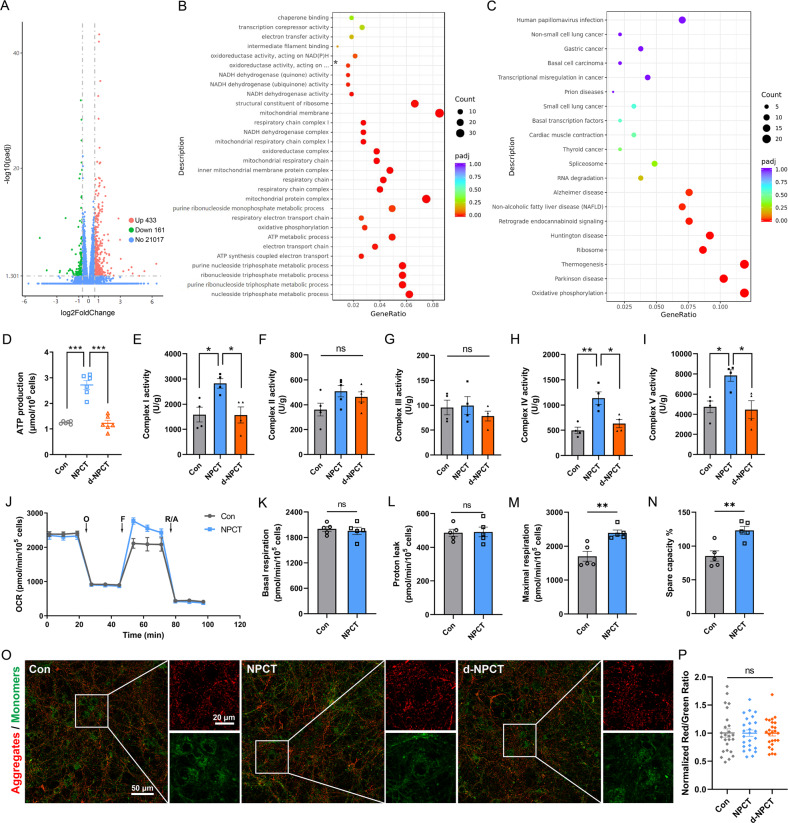
NPCT facilitates OXPHOS and ATP production in primary hippocampal neurons. **A** Volcano plots showing DEGs in NPCT-stimulated primary hippocampal neurons. **B** GO enrichment analysis of DEGs. Asterisk represents “oxidoreductase activity, acting on NAD(P)H, quinone or similar compound as acceptor”. **C** KEGG enrichment analysis of DEGs. **D** The influence of NPCT on intracellular ATP levels in primary hippocampal neurons. Welch’s ANOVA with Dunnett’s T3 post-hoc analyses. Representative result from 3 independent experiments. ***P < 0.001. **E**–**I** The influences of NPCT on the activities of mitochondrial respiratory chain complexes I-V in primary hippocampal neurons. One-way ANOVA with Turkey’s post hoc analyses. *n* = 4 biological replicates. *P < 0.05, **P < 0.01. **J** Representative OCR of primary hippocampal neurons exposed to 1 nM NPCT for 24 h, determined by the mitochondrial stress test. OCR was measured before and after sequential injections of oligomycin (O), FCCP (F), and rotenone with antimycin A (R/A). *n* = 3 independent experiments. **K**–**N** Basal respiration, proton leak, maximal respiration, and spare capacity% were calculated from (**J**) as described in the Methods section. Student’s *t*-test. **P < 0.01. **O**, **P** JC-1 staining showing the mitochondrial membrane potential of primary hippocampal neurons stimulated with 1 nM NPCT for 24 h. One-way ANOVA with Turkey’s post hoc analyses. *n* = 25 fields from 3 biological replicates. All data are presented as mean ± SEM. DEGs differentially expressed genes, OCR oxygen consumption rate, OXPHOS oxidative phosphorylation.

To verify and confirm the exact influences of NPCT on neuronal OXPHOS, we measured the intracellular ATP level and the activities of mitochondrial respiratory chain complexes I-V after NPCT stimulation. NPCT significantly increased the intracellular ATP level by approximately 2-fold (Fig. 3D) and upregulated the activities of mitochondrial respiratory chain complexes I, IV, and V in primary hippocampal neurons (Fig. 3E–I). Heat-deactivated NPCT (d-NPCT) did not have any of these effects (Fig. 3D–I), excluding the possibility of unspecific exogeneous stimulating effects. Oxygen consumption rate (OCR) was further measured using the Seahorse XFe24 (Fig. 3J). We found that NPCT significantly increased neuronal maximal respiration and spare respiration capacity% (Fig. 3K–N). Mitochondrial membrane potential (MMP) of primary hippocampal neurons was also investigated and we found that MMP was unaltered after NPCT treatment (Fig. 3O, P). Taken together, these results uncovered that NPCT facilitated OXPHOS and ATP production, suggesting the essential role of NPCT in neuronal survival.

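Among the 3 libraries of neurons incubated with PCT for 24 h, replicate 3 stood apart. The chi-square per degree of freedom between PCT replicates 1 and 2 was 6.70, and it was 23.0 and 20.2 between each of them and PCT replicate 3. Transcripts of the mitochondrial genome took 5.26 ± 1.06% of the fragments (SD, n = 3), from 4.11% in replicate 3 to 6.21% in replicate 1, and this share did not differ from that of the controls beyond the spread (exact two-sided permutation test, p = 0.9). The slope of log2 level on log2 gene length, taken over genes outside the lists and relative to the mean of the 9 libraries, was 0.022 and 0.029 per doubling of length in PCT replicates 1 and 2 and -0.026 in PCT replicate 3. It was between -0.0016 and 0.027 in the control libraries and between -0.027 and -0.017 in the NPCT libraries.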

Meanwhile, we also performed RNA-sequence to primary hippocampal neurons stimulated with PCT, the parent peptide of NPCT. To our surprise, only a minority of DEGs was shared between neurons stimulated with NPCT and PCT (Supplementary Fig. S6A, B). 

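PCT changed 368 genes against vehicle, 94 higher and 274 lower, by the thresholds used for NPCT. An adjusted p of at most 0.05 regardless of fold change was reached by 671 genes, and 3017 genes had an unadjusted p under 0.05. The groups lay apart in 24.9% of genes, where chance gives 10%. Across the fits that each left out one library the count was 172 to 391, lowest without control replicate 1, and it was 288 in a fit of only the PCT and control libraries.
Called with both peptides were 5 genes, or 14.3% of the NPCT DEGs and 1.36% of the PCT DEGs, all of them higher in both. They were Cops9, Bax, Nudc, Tfpt and Gstm3. Bax (ENSRNOG00000020876, chromosome 1 from 101451802 to 101457207) measured 27.9 ± 2.43 FPKM in control neurons, 50.3 ± 6.00 FPKM with NPCT and 45.0 ± 8.80 FPKM with PCT (SD, n = 3 libraries each), log2 fold changes of 0.85 and 0.68 (standard error 0.14). Cops9 (ENSRNOG00000037402, chromosome 9 from 99813332 to 99818262) measured 71.4 ± 5.26, 144 ± 18.3 and 126 ± 31.3 FPKM in the same order, Nudc (ENSRNOG00000051720, chromosome 5 from 151754716 to 151768123) 16.2 ± 0.967, 29.6 ± 1.88 and 28.5 ± 6.20 FPKM, and Tfpt (ENSRNOG00000056098, chromosome 1 from 64162672 to 64172470) 9.26 ± 0.704, 16.9 ± 0.975 and 15.0 ± 2.19 FPKM. With single libraries left out, the adjusted p for PCT of these 4 genes rose to at most 0.136 and each lost its call at least once (limma with Benjamini-Hochberg adjustment). Gstm3 (ENSRNOG00000049743, chromosome 2 from 210685197 to 210688272) measured 0.348 ± 0.111, 1.69 ± 0.406 and 28.1 ± 11.3 FPKM, and kept its call with PCT throughout. Of the 35 NPCT DEGs, 21 had an unadjusted p under 0.05 in the same direction with PCT. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson's r of 0.34 and a Spearman's rho of 0.28, below the 0.50 and 0.44 that the shared control libraries alone gave in 100 simulations of unchanged genes. The number of shared genes depended on the processing, with 18 in fits of only the 2 groups compared, 42 with the replicate number as a block, and 0 to 45 across the fits that left out one library.
The 5 largest falls with PCT included 2 genes with a high level in control neurons. Lcn2 (ENSRNOG00000013973, chromosome 3 from 11414186 to 11417546) went from 1184 ± 149 to 47.8 ± 24.4 FPKM (SD, n = 3 libraries each), a log2 fold change of -4.74 (standard error 0.30, adjusted p = 1.4e-04 from limma with Benjamini-Hochberg adjustment). Serping1 (ENSRNOG00000007457, chromosome 3 from 72161189 to 72171078) went from 208.8 ± 30.6 to 7.64 ± 2.59 FPKM, a log2 fold change of -4.80 (standard error 0.27). Slamf9 (ENSRNOG00000008045, 5.56 ± 0.948 FPKM in control neurons) was at least 39.9-fold lower, since its PCT libraries held 0 to 3 fragments, and Lst1 (ENSRNOG00000000855), listed at 0 with PCT, was at least 4.14-fold lower. AC131537.2 (ENSRNOG00000046410) was listed at 0 with PCT and had 3 to 10 fragments per control library. Apart from Gstm3, with a log2 fold change of 5.91, the genes with the largest rises (RF00071, RF00188, AY172581.12 and AABR07063741.1) had at most 8 fragments in any PCT library and at most 1 in any control library.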

GO analysis revealed that DEGs induced by PCT were mainly enriched in “immune effector process”, “extracellular matrix”, and “glutathione transferase activity” in categories of biological process, cellular component, and molecular function, respectively (Supplementary Fig. S6C). 

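Lists of gene families stood in for the GO terms. Of 84 extracellular matrix genes tested, 14 were DEGs between PCT and control against 1.94 expected (one-sided Fisher's exact test against all genes tested, Benjamini-Hochberg adjusted p = 3.2e-08), 3 higher and 11 lower with PCT. Of 19 glutathione transferase genes, 7 were DEGs against 0.438 expected (adjusted p = 5.0e-07), 1 higher and 6 lower. As a set, the extracellular matrix genes had a median log2 fold change of -0.15, with 58 of 84 lower (adjusted p = 3.2e-05, limma's camera with Benjamini-Hochberg adjustment), and 21 genes had an adjusted p of at most 0.05 when adjusted over all genes tested and 30 when adjusted over the list alone. The glutathione transferase genes had a median of -0.43, with 13 of 19 lower (adjusted p = 0.0051 from the same test), and 9 genes passed when adjusted over all genes and 11 when adjusted over the list alone. Both medians stayed below 0 in every alternative, from -0.18 to -0.12 and from -0.45 to -0.17 in that order, and the value nearest to 0 for glutathione transferases came without PCT replicate 1. Mmp2 (ENSRNOG00000016695, chromosome 19 from 15542765 to 15570611) had the smallest adjusted p of the extracellular matrix list. It fell from 21.0 ± 1.79 to 5.64 ± 0.704 FPKM (SD, n = 3 libraries each), a log2 fold change of -1.88 (standard error 0.13, adjusted p = 2.1e-04 from limma with Benjamini-Hochberg adjustment). The glutathione transferase with the smallest adjusted p, Gstm3, moved against its list. Of 15 lists past the threshold for PCT under camera's preset correlation, 12 passed with fry, 1 with an estimated correlation and 11 against random lists.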

In KEGG analysis, the top two enriched terms include “staphylococcus aureus infection” and “cytokine-cytokine receptor interaction” (Supplementary Fig. S6D). These results confirmed the established inflammatory roles of peripheral PCT in CNS neurons, and also revealed the contrasting differences in the functions between PCT and NPCT in neurons.

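In place of the KEGG terms, 20 tested genes of complement and of the S. aureus pathway and 74 tested genes of cytokines, chemokines and their receptors were examined. Of the complement and S. aureus genes, 10 were DEGs between PCT and control against 0.461 expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.3e-10), 1 higher and 9 lower with PCT. Of the cytokine and receptor genes, 14 were DEGs against 1.71 expected (adjusted p = 1.2e-08), 5 higher and 9 lower. With only genes of a mean FPKM of at least 10 as background, 3 cytokine and receptor genes remained among the DEGs (adjusted p = 0.0636).
The median log2 fold change of the complement and S. aureus genes was -1.75, with 16 of 20 lower (adjusted p = 6.3e-09, limma's camera with Benjamini-Hochberg adjustment), and it was between -1.88 and -1.68 when single libraries were left out. The size of this median depended on genes of low level, since it was -0.86 with a pseudocount of 1 and -0.20 with no filter on low values, where 48 genes of the list entered instead of 20. An adjusted p of at most 0.05 was reached by 10 genes when adjusted over all genes tested and by 13 when adjusted over the list alone. The median of the cytokine and receptor genes was -0.23, with 49 of 74 lower (adjusted p = 2.7e-04 from the same test, 0.056 with fry), and 15 genes passed when adjusted over all genes and 27 when adjusted over the list alone. C1r (ENSRNOG00000011796, chromosome 4 from 157125998 to 157136829), the complement gene with the smallest adjusted p, fell from 39.3 ± 3.47 to 9.16 ± 1.30 FPKM (SD, n = 3 libraries each), a log2 fold change of -2.10 (standard error 0.13, adjusted p = 1.4e-04 from limma with Benjamini-Hochberg adjustment). Cxcl1 (ENSRNOG00000002802, chromosome 14 from 18743685 to 18745457), the cytokine gene with the smallest adjusted p, rose from 5.11 ± 0.578 to 25.7 ± 8.96 FPKM, a log2 fold change of 2.25 (standard error 0.23, adjusted p = 0.0016). The microglia marker Aif1 (ENSRNOG00000000853, chromosome 20 from 5161333 to 5166448) fell from 4.55 ± 1.56 to 0.868 ± 0.249 FPKM, and the 19 tested genes of a microglia list fell in PCT neurons with a median of -1.50.

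**Figure D2:**
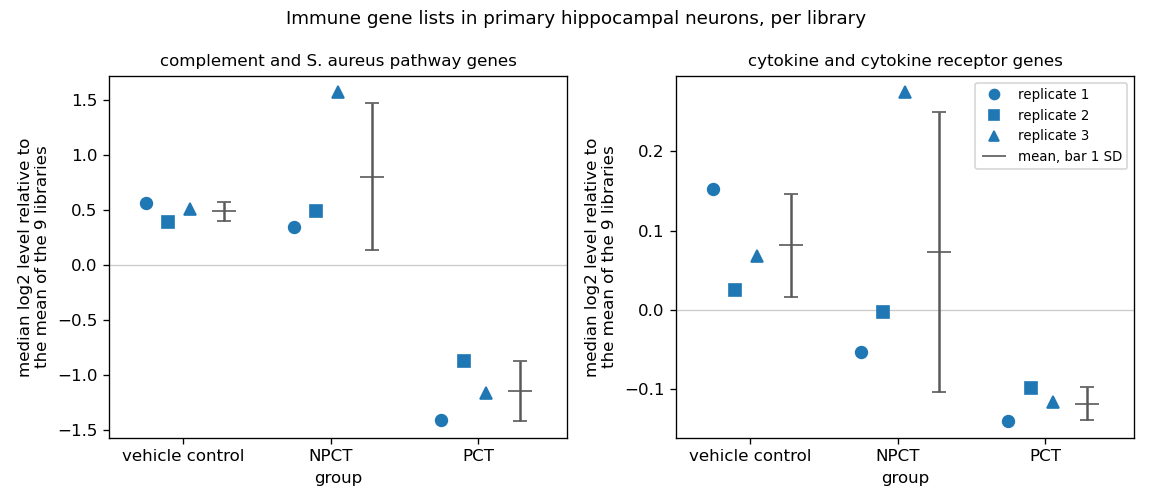
Median log2 level of the complement and S. aureus pathway genes (left) and of the cytokine and cytokine receptor genes (right) in each library, relative to the mean of the 9 libraries. Symbols are replicates, and the horizontal line and bar are the mean and 1 SD of the 3 libraries of a group. The PCT libraries lie between -1.41 and -0.87 in the left panel and between -0.14 and -0.10 in the right panel, below all control libraries in both, and NPCT replicate 3 lies above every other library.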

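The peptides were also compared with each other directly. Between NPCT and PCT, 919 genes were DEGs, 699 higher and 220 lower with NPCT, and 5286 genes had an unadjusted p under 0.05. The count was 527 to 1625 across the fits that left out one library, highest without PCT replicate 3, and 454 in a fit of only these 2 groups. The excess of higher genes depended on the fold change threshold. Without it 2599 genes passed, of which 48.9% were higher with NPCT, against 76.1% of the 919. The complement and S. aureus genes were higher with NPCT than with PCT, with a median log2 difference of 2.11 (adjusted p = 1.3e-07, limma's camera with Benjamini-Hochberg adjustment), or 0.22 with no filter on low values, as were the cytokine and receptor genes (0.23, adjusted p = 0.0188), the extracellular matrix genes (0.25, adjusted p = 6.8e-05) and the glutathione transferase genes (0.32, adjusted p = 0.0046). The cytokine result was past the threshold neither with fry nor without PCT replicate 1, PCT replicate 3 or NPCT replicate 3. The nuclear OXPHOS subunits did not differ beyond the spread, with a median of 0.06 and 44 of 78 genes higher with NPCT (adjusted p = 0.843), and the median was -0.02 once the gene length trend was removed. With single libraries left out it was 0.0015 to 0.11, and the lowest adjusted p over all alternatives was 0.0529. The PCT levels were uneven, at 0.19 in PCT replicate 3 against -0.018 and 0.0054 in PCT replicates 1 and 2. An equal level with both peptides is therefore not shown. The subunits of the mitochondrial genome were lower with NPCT than with PCT, with a median of -0.60 and 13 of 13 lower (adjusted p = 2.3e-04). With single libraries left out this median was -0.81 to -0.38. It was -0.24 with an adjusted p of 0.0506 after quantile normalization, and the adjusted p over all alternatives ranged from 8.8e-06 to 0.401. Quantile normalization can by itself shrink a joint difference of transcripts at the highest levels. From the small overlap of the DEGs and the terms enriched with each peptide (Supplementary Fig. S6), the paper concludes that PCT has inflammatory roles in neurons of the CNS as it does in the periphery, and that PCT and NPCT act differently in neurons.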

### NPCT has multiple neurotrophic effects on primary hippocampal neurons

The imbalance of excitatory and inhibitory synapses underlies the neuronal death after RSE [17, 18]. Next, we investigated the effects of NPCT on PSD-95, the excitatory synapse marker, and gephyrin, the inhibitory synapse marker, in primary hippocampal neurons. We found that NPCT simultaneously increased the density of PSD-95 and gephyrin (Fig. 4A–C) without altering the ratio of PSD-95/gephyrin (Fig. 4D), suggesting that NPCT promoted excitatory and inhibitory synapse formation without altering excitatory/inhibitory (E/I) balance, and raised the possibility that NPCT might promote neuritogenesis and spinogenesis, which are the structural bases for synapse alterations. As expected, NPCT significantly increased the total dendrite length (Fig. 4E, F) and facilitated dendritic arborization revealed by both linear (Fig. 4G) and semi-log (Fig. 4H–J) sholl analyses. NPCT also increased spine density (Fig. 4K, L). Lastly, we investigated the expression of caspase-3, the apoptotic effector, after NPCT stimulation. We found that NPCT decreased both the full-length caspase-3 and cleaved caspase-3 (Fig. 4M and supplementary file of uncropped western blots). Taken together, these results unraveled that NPCT had multiple neurotrophic effects on hippocampal neuronal survival without disturbing E/I balance, including enhancing synaptogenesis, neuritogenesis, and spinogenesis, and suppressing apoptotic effector.

**Fig. 4:**
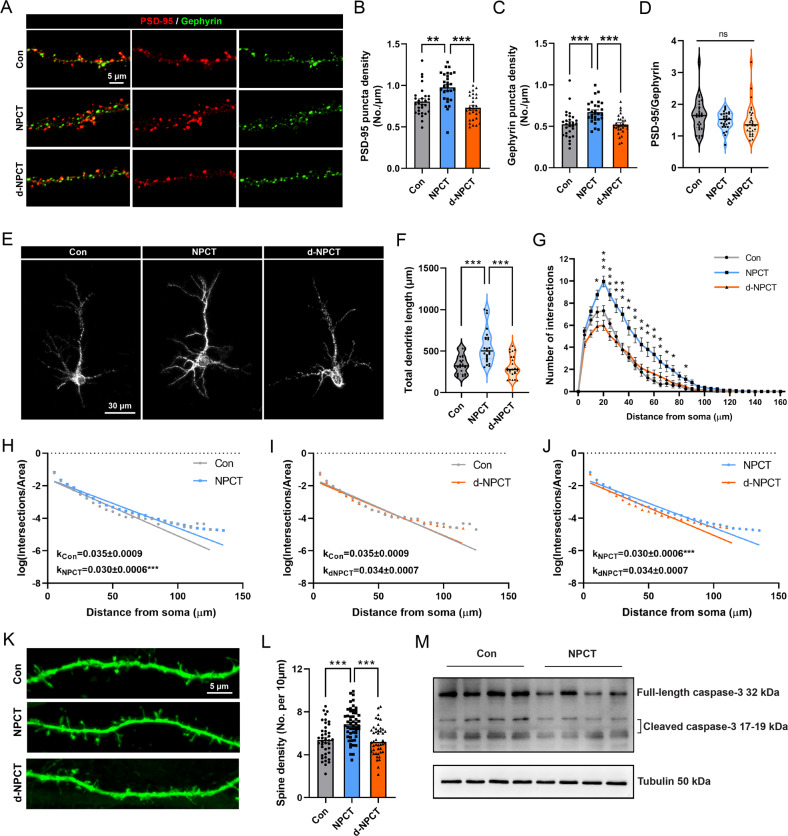
NPCT has multiple neurotrophic effects on primary hippocampal neurons. **A** Representative images showing the influences of incubation with 1 nM NPCT and d-NPCT for 24 h on the excitatory synaptic marker PSD-95 and inhibitory synaptic marker gephyrin in primary hippocampal neurons. **B**–**D** Quantifications of the density of PSD-95 puncta, gephyrin puncta, and the ratio of PSD-95/gephyrin. One-way ANOVA with Turkey’s post hoc analyses in (**B**, **C**) and Kruskal–Wallis *H* test in (**D**). *n* = 28 dendrites from 3 independent experiments in each group. **P < 0.01, ***P < 0.001. **E** Representative images demonstrating the neuritogenesis effects of 1 nM NPCT and d-NPCT incubation for 24 h in primary hippocampal neurons. **F** Statistical analysis showing the effects of NPCT on the total dendrite length. Kruskal–Wallis *H* test with Dunn’s post hoc analyses. *n* = 25 neurons from 3 independent experiments in each group. ***P < 0.001. **G** Linear sholl analysis showing that NPCT facilitated dendritic arborization in primary hippocampal neurons. Repeated-measure two-way ANOVA with Dunnett’s post hoc analyses. *n* = 25 neurons from 3 independent experiments in each group. *P < 0.05, **P < 0.01, ***P < 0.001, compared with control group. **H–J** Semi-log sholl analyses demonstrating that NPCT increased the complexity of dendritic arborization. A fitting line was generated by simple linear regression for each group and the k coefficient, calculated by multiplying negative one with the slope of the fitting line, was compared between groups. *n* = 25 neurons from 3 independent experiments in each group. ***P < 0.001, compared between groups. **K** Representative images showing the spinogenesis effects of NPCT in primary hippocampal neurons. **L** Statistical analysis demonstrating that NPCT increased the spine density. One-way ANOVA with Turkey’s post hoc analyses. *n* = 40 dendrites, 52 dendrites, and 44 dendrites from 3 independent experiments in the control, NPCT, and d-NPCT group, respectively. ***P < 0.001. **M** Immunoblots showing the effects of NPCT on the expression of full-length and cleaved caspase-3. *n* = 4 independent experiments. All data except (**D**, **F**) are presented as mean ± SEM. Data in (**D**, **F**) are presented as median with IQR.

### Immunoneutralization of NPCT causes more neuronal death in 0-Mg^2+^ in vitro SE model

To examine the roles of NPCT in neuronal death after seizure, we induced in vitro SE lasting 3 h in primary hippocampal neuronal network with 0-Mg^2+^ buffer as previously described [19] (please refer to materials and methods for details). The successful establishment of this in vitro SE model was confirmed by repetitive [Ca^2+^]_i_ oscillations as revealed by calcium imaging (Supplementary Fig. S7). Both phase-contrast morphological analysis (Fig. 5A, B) and PI staining (Fig. 5C, D) demonstrated significant neuronal death after in vitro SE. However, survival immediately at the end of SE remained unaltered (Fig. 5A–D). MMP was monitored and we found that MMP decreased immediately after in vitro SE until 24 h later (Fig. 5E, F), which was accompanied by simultaneous decrease in cellular viability monitored with CCK8 (Fig. 5G). It was noticeable that MMP and cellular viability decreased earlier than the death of neurons, suggesting that bioenergy failure occurred prior to final neuronal death. We next investigated the transcription of *Calca* gene in the in vitro SE model. The mRNA of total NPCT/CGRP and the exclusive NPCT mRNA significantly increased from 3 h, peaked at 12 h, and remained upregulated until 24 h after in vitro SE (Fig. 5H, I). By contrast, the mRNA of CGRP remained unaltered within the first 3 h after in vitro SE (Fig. 5J). Importantly, the exclusive NPCT mRNA peaked by 39.78 folds of the baseline, while the exclusive mRNA of CGRP only peaked by 3.42 folds and the total mRNA 10.42 folds (Fig. 5H–J), suggesting that neuronal death after in vitro SE triggered a shift of the alternative splicing of *Calca* gene towards more NPCT production. We hypothesized that this upregulation of NPCT was an emergent self-rescuing response during the dying process.

**Fig. 5:**
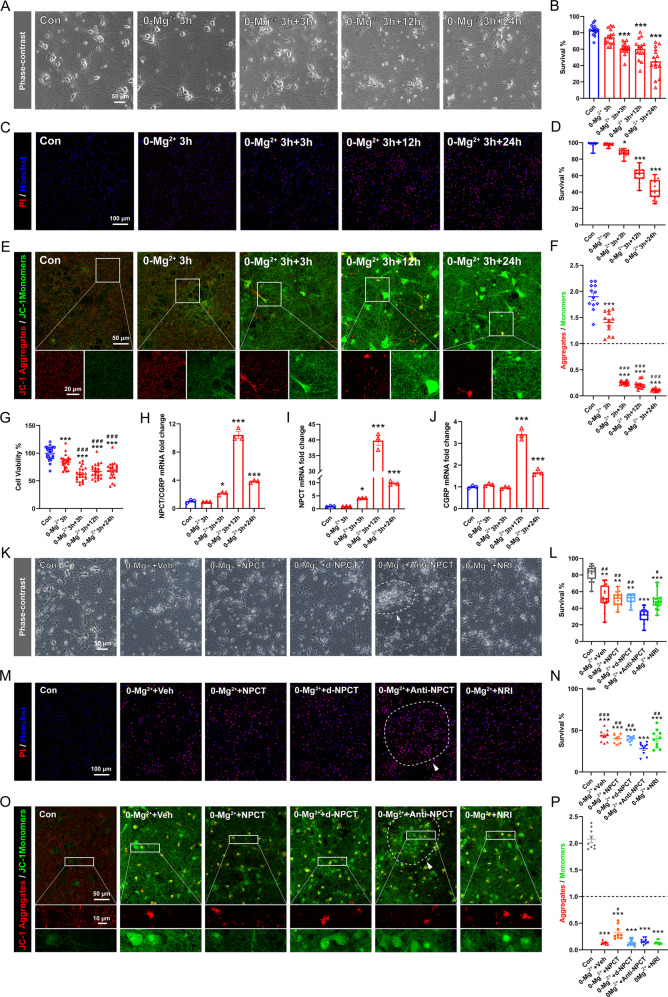
Immunoneutralization of NPCT in the in vitro SE model increased neuronal death. **A**, **B** Morphological analysis of neuronal death based on phase-contrast images captured at the end of 3 h 0-Mg^2+^ exposure (0-Mg^2+^ 3 h), 3 h after the end of 0-Mg^2+^ exposure (0-Mg^2+^ 3 h + 3 h), 12 h after the end of 0-Mg^2+^ exposure (0-Mg^2+^ 3 h + 12 h), and 24 h after the end of 0-Mg^2+^ exposure (0-Mg^2+^ 3 h + 24 h). Welch’s ANOVA with Dunnett’s T3 post-hoc analyses. *n* = 15 fields from 3 biological replicates. ***P < 0.001, compared with control group. **C**, **D** PI/Hoechst staining to investigate neuronal death at different time points as those in (**A**, **B**). Kruskal–Wallis *H* test with Dunn’s post hoc analyses. *n* = 15 fields from 3 biological replicates. *P < 0.05, ***P < 0.001, compared with control group. **E**, **F** JC-1 staining to detect MMP at different time points as those in (**A**, **B**). Welch’s ANOVA with Dunnett’s T3 post-hoc analyses. *n* = 12 fields from 3 biological replicates. ***P < 0.001, compared with control group; ^###^*P* < 0.001, compared with 0-Mg^2+^ 3 h group. **G** CCK-8 assays investigating neuronal viability at different time points as those in (**A**, **B**). One-way ANOVA with Turkey’s post hoc analyses. *n* = 24 wells from 3 independent experiments. ***P < 0.001, compared with control group; ^###^*P* < 0.001, compared with 0-Mg^2+^ 3 h group. **H**–**J** Relative mRNA fold change of the total mRNA of NPCT/CGRP, the exclusive NPCT mRNA, and the exclusive CGRP mRNA. One-way ANOVA with Dunnett’s post hoc analyses. *n* = 3 independent experiments. *P < 0.05, ***P < 0.001, compared with control group. **K**, **L** Morphological analysis of neuronal death based on phase-contrast images captured at 24 h after 3 h 0-Mg^2+^ exposure. Kruskal–Wallis *H* test with Dunn’s post hoc analyses. *n* = 15 fields from 3 biological replicates. ** *P* < 0.01, ***P < 0.001, compared with control group; ^#^*P* < 0.05, ^##^*P* < 0.01, compared with 0-Mg^2+^+Anti-NPCT group. **M**, **N** PI/Hoechst staining to investigate neuronal death after drug administration. Welch’s ANOVA with Dunnett’s T3 post-hoc analyses. *n* = 10 fields from 3 biological replicates. ***P < 0.001, compared with control group; ^##^*P* < 0.01, ^###^*P* < 0.001, compared with 0-Mg^2+^+Anti-NPCT group. **O**, **P** JC-1 staining to detect MMP after drug administration. Welch’s ANOVA with Dunnett’s T3 post-hoc analyses. *n* = 9 fields from 3 biological replicates. ***P < 0.001, compared with control group; ^#^*P* < 0.05, compared with any other group except the control group. Dotted line and arrowheads in (**K**, **M**, **O**) denote detached neurons mixed with piled up debris. All data except (**D**, **L**) are presented as mean ± SEM. Data in (**D**, **L**) are presented as median with IQR. MMP mitochondrial membrane potential, NRI nonimmune rabbit IgG.

To test this hypothesis, NPCT immunoneutralization antibody (anti-NPCT) was added immediately after the end of SE to antagonize NPCT. NPCT peptide was also added to see whether exogenous NPCT supplementation was helpful to halt neuronal death. We found that immunoneutralization of NPCT significantly exacerbated neuronal conditions and increased neuronal death (Fig. 5K–N), with neurons treated with anti-NPCT detaching from the surface and the debris of neurons piled together (Fig. 5K, M, O; dotted-line circles pointed by arrowheads). However, exogenous NPCT did not increase the survival (Fig. 5K–N). The effects of anti-NPCT and exogenous NPCT on MMP were also monitored. Anti-NPCT did not alter the MMP while exogenous NPCT supplementation preserved MMP at 24 h after in vitro SE (Fig. 5O, P). Taken together, these results suggested that the overexpressed NPCT acted as a neuroprotectant after in vitro SE. The ineffectiveness of exogenous NPCT to inhibit neuronal death could be due to the ceiling effects of endogenously overexpressed NPCT.

### Immunoneutralization of NPCT in rat RSE model exacerbated hippocampal neuronal death

Next, we investigated the necessity of NPCT to inhibit neuronal death in rat RSE model. Considering the disruption of blood-brain barrier (BBB) induced by RSE provides entrance for peripheral IgG to infiltrate into the brain parenchyma [20], intraperitoneal (i.p.) intermittent bolus injections of anti-NPCT were conducted as Fig. 6A, with the total dose consistent with that previously used in rat sepsis model [21]. RSE induced significant extravasation of IgG in hippocampus and anti-NPCT did not affect the extent of extravasation (Supplementary Fig. S8). Peripheral immunoneutralization of NPCT did not influence the success rate of modeling or behavioral latency to RSE onset (Fig. 6B, C). A bimodal distribution of death after RSE was noticed in each group (Fig. 6D), with the first peak within 48 h (acute death) and the second peak at 1 week after RSE (latent death). Log-rank test showed that the survival overtime was significantly lower in rats receiving anti-NPCT (Fig. 6E). Further analysis demonstrated that anti-NPCT remarkably increased acute death without affecting latent death (Fig. 6F, G). Taken together, these data demonstrated that NPCT is endogenous protectant against death after RSE.

**Fig. 6:**
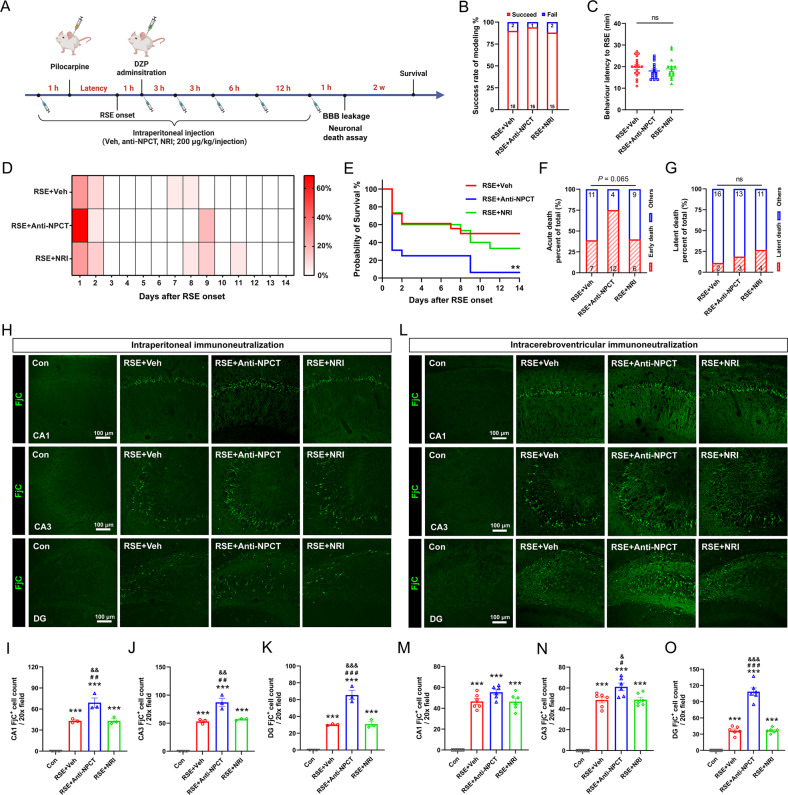
Immunoneutralization of NPCT increased hippocampal neuronal death in rat RSE model. **A** Schematic showing the procedure of peripheral NPCT immunoneutralization. **B** Success rate of modeling in the three groups. **C** Behavioral latency to RSE onset in animals receiving intraperitoneal anti-NPCT. One-way ANOVA test. *n* = 15–18 rats in each group. **D** Heatmap showing the percentages of daily death of animals receiving intraperitoneal anti-NPCT within 14 d after RSE onset. **E** Survival curves comparing the mortality within 14 d after RSE onset. Log-rank test. *n* = 15–18 rats in each group. **P < 0.01, compared with RSE + Veh group. **F**, **G** The proportion of rats with acute death and latent death respectively. Chi-square test. *n* = 15–18 rats in each group. **H**–**K** FjC staining showing degenerating neurons in CA1, CA3, and DG after intraperitoneal anti-NPCT administration in RSE. One-way ANOVA with Turkey’s post hoc analyses. *n* = 3 rats in each group. ***P < 0.001, compared with control group; ^# #^*P* < 0.01, ^###^*P* < 0.001, compared with RSE + Veh group; ^&&^*P* < 0.01, ^&&&^*P* < 0.001, compared with RSE + NRI group. **L**–**O** FjC staining showing degenerating neurons in CA1, CA3, and DG after intracerebroventricular anti-NPCT administration in RSE. One-way ANOVA with Tukey’s post hoc analyses. *n* = 6 rats in each group. ***P < 0.001, compared with control group; ^#^*P* < 0.05, ^###^*P* < 0.001, compared with RSE + Veh group; ^&^*P* < 0.05, ^&&&^*P* < 0.001, compared with RSE + NRI group. All data except (**B**, **F**, **G**) are presented as mean ± SEM. Data in (**B**, **F**, **G**) are presented as percentages with the numbers in columns representing the animal number. NRI nonimmune rabbit IgG.

We next investigated the neuronal death in hippocampus. Consistent with in vitro SE model, we found that i.p. anti-NPCT induced significantly more FjC^+^ neurons in both the CA1, CA3, and DG compared to RSE animals receiving vehicle (Fig. 6H–K). To antagonize central NPCT more specifically, anti-NPCT was further administered intracerebroventricularly. Compared with RSE animals receiving vehicle, i.c.v. immunoneutralization of NPCT significantly increased the number of FjC^+^ neurons in CA3 and DG, sparing those in CA1 (Fig. 6L–O). Further morphological inspection demonstrated that the increased FjC^+^ neurons in DG were pyramidal neurons protruded from CA3, overlapping with the cellular types overexpressing NPCT during RSE (Fig. 2N, Q). Taken together, these results demonstrated that antagonizing NPCT caused significant neuronal death, suggesting that NPCT protects against hippocampal neuronal death after RSE.

### Intracerebroventricular immunoneutralization of NPCT caused serious hippocampal EEG exhaustion and ATP depletion in RSE

To further validate the involvement of NPCT-mediated OXPHOS and energy production in its neuroprotective effects in RSE, anti-NPCT was intracerebroventricularly administered and continuous behavior-EEG and hippocampal ATP were monitored as Fig. 7A. I.c.v. immunoneutralization of NPCT did not influence the success rate of modeling, or the behavioral and EEG latency to RSE onset (Fig. 7B–D). Noticeably, one RSE animal receiving vehicle died after a sequence of violent generalized tonic-clonic seizures at 60 min after DZP (Supplementary Fig. S9A). Two animals in the RSE + Anti-NPCT group died at 54 min and 75 min after DZP (Supplementary Fig. S9B) before which their EEG had already exhausted electrophysiologically. Thus, their EEG data after death were not included in further analysis.

**Fig. 7:**
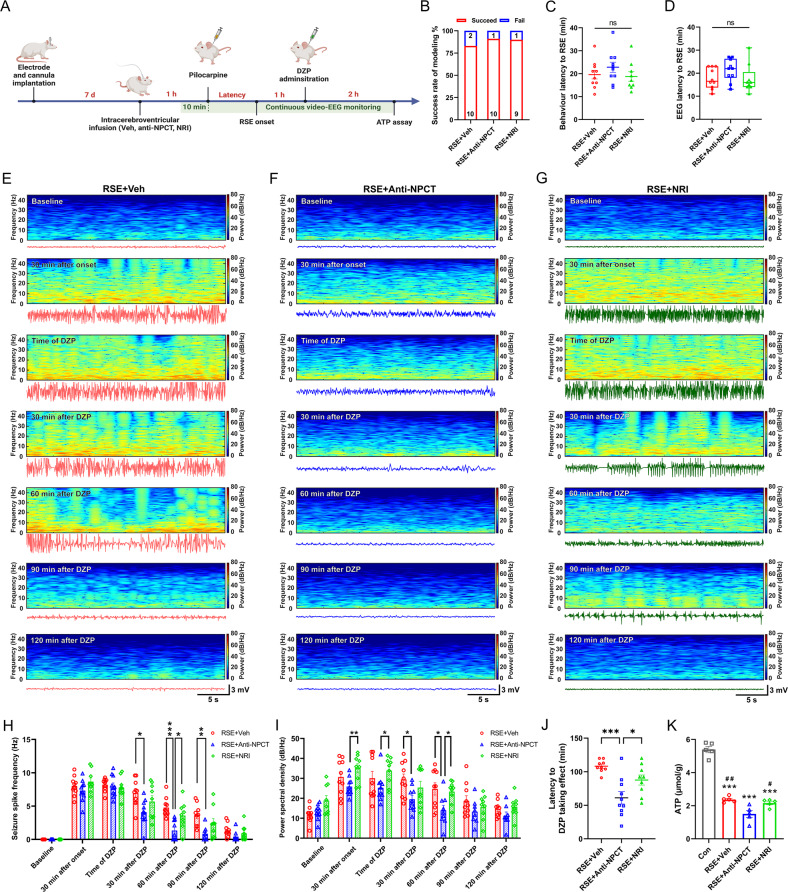
Intracerebroventricular (i.c.v.) immunoneutralization of NPCT caused serious EEG power exhaustion and hippocampal ATP depletion in RSE. **A** Schematic showing the procedure of i.c.v. NPCT immunoneutralization. **B** The success rate of modeling was similar among the three groups. Chi-square test. *n* = 10–12 rats in each group. **C**, **D** The behavior and EEG latencies to RSE onset were similar among the three groups. One-way ANOVA test in (**C**) and Kruskal–Wallis *H* test in (**D**). *n* = 9–10 rats in each group. **E**–**G** Representative hippocampal EEG power spectrums and corresponding EEG tracs in RSE animals receiving vehicle, anti-NPCT, and nonimmune rabbit IgG (NRI) in epochs of 30 s at different time points, i.e., baseline before pilocarpine, 30 min after onset, time of DZP administration, 30 min after DZP administration, 90 min after DZP administration, and 120 min after DZP administration. **H** The influences of i.c.v. immunoneutralization of NPCT on the seizure spike frequency and EEG spectral power (**I**) at different time points as those in (**E**). Mixed effects model with Turkey’s post hoc analyses. *n* = 9–10 rats in each group. *P < 0.05, **P < 0.01, ***P < 0.001, compared as graphed. **J** The latency to DZP taking effects in each group. One-way ANOVA with Turkey’s post hoc analyses. *n* = 9–10 rats in each group. *P < 0.05, ***P < 0.001. **K** Hippocampal ATP levels at the end of video-EEG monitoring. One-way ANOVA with Turkey’s post hoc analyses. *n* = 5 rats in each group. ***P < 0.001, compared with control group; ^#^*P* < 0.05, ^##^*P* < 0.01, compared with RSE + Anti-NPCT group. All data except (**B**, **D**) are presented as mean ± SEM. Data in (**B**) are presented as percentages with the numbers in columns representing the animal number. Data in (**D**) are presented as median with IQR.

I.c.v. immunoneutralization of NPCT did not influence the EEG seizure spike frequency before DZP treatment but significantly reduced spike frequency from 30 min to 90 min after DZP (Fig. 7E–H). In EEG spectral power analysis, i.c.v. immunoneutralization of NPCT not only decreased the total EEG power from 30 min to 60 min after DZP but also lowered the EEG power during RSE (Fig. 7E–G, I). The latency to DZP taking effect was significantly shorter in animals receiving anti-NPCT (Fig. 7J). Collectively, these results demonstrated that immunoneutralization of NPCT induced serious hippocampal EEG power exhaustion and faster seizure wane in RSE animals, suggesting insufficient energy supply to sustain seizure activity. We next detected the intrahippocampal ATP levels at the end of behavior-EEG monitoring. We found that i.c.v. immunoneutralization of NPCT further exacerbated the hippocampal ATP depletion compared with RSE animals receiving vehicle (Fig. 7K). Taken together, these results suggested that immunoneutralization of NPCT caused significant hippocampal ATP depletion and serious EEG power exhaustion, which underlay the exacerbated neuronal death after RSE.

## Discussion

The current study advanced our knowledge about the distribution of NPCT in CNS to a great deal. In their ground-breaking work, Ojeda et al. detected PCT-like immunoreactivity in the rat hypothalamus [22]. Tavares et al. further discovered the existence of NPCT in the rat paraventricular nucleus (PVN) [10] and arcuate nucleus [12] as well as in mice cortex and hippocampus [23]. In the current study, we demonstrated that NPCT was extensively distributed throughout the gray matters of rat brain. Apart from the hypothalamus, high levels of NPCT were also found in the orbital cortices, median thalamic nuclei, hippocampus, olfactory cortices, and midbrain oculomotor nucleus. This extremely extensive distribution of NPCT implies its fundamental and shared functions for neurons irrespective of locations. Following findings that NPCT regulated neuronal OXPHOS and exerted neurotrophic effects accord with this implication. Apart from neurons, NPCT was also detected in astrocytes. Moreover, previous studies reported the secretion of NPCT from thyroid C cells [24]. The glial and peripheral distribution of NPCT is not an eccentric, but a common phenomenon for many neuropeptides [25]. Taken together, the current study provided a reference atlas of CNS NPCT distribution for future investigation.

The brain is a highly energy-demanding organ [26]. A characteristic of brain energy is the tight coupling between neural activity with local blood flow, also known as neurovascular coupling [27]. We found that NPCT, as a neuropeptide, served as a regulator of the brain energy status by directly controlling neuronal OXPHOS and ATP production. Neuropeptides as energy modulator have their unique features. Unlike classic neurotransmitters released acutely upon stimulation and deactivated quickly post actions, neuropeptides could be released constitutively, diffuse in the form of volume transmission, and are terminated through enzymatic degradation [25]. This means that neuropeptides have longer effective time and working distance. In the case of energy modulator, these features represent a chronic and holistic regulation, unlike the immediate and precise coupling between neuronal activity and blood flow.

Sustaining seizure activity represents a metabolic burden pushing brain energy supply to its limits [28]. In our study, the overexpression of NPCT triggered by RSE represented an emergent response to the high energy demand during sustaining seizure. Previous studies reported that i.c.v. NPCT administration induced catabolic effects via activating the hypothalamic-pituitary adrenal (HPA) axis, resulting in increased plasma corticosterone [10, 11], subsequently preserving plasma glucose for the brain to counter stress [29]. Combined with current findings, we summarized that during RSE, NPCT served as an energy booster acting both centrally and peripherally, either by directly promoting neuronal OXPHOS and ATP production in situ in the brain, or by activating HPA axis to mobilize the whole body to transport energy in the form of glucose to the brain.

Severe neuronal death is the most prominent pathological consequence of RSE [30]. Mitochondrial dysfunction and ATP depletion is the convergences of factors contributing to neuronal death [8]. Energy failure jeopardized neuronal ability to maintain ionic homeostasis, consequently leading to depolarization, hyperexcitability and neuronal death [8]. Previous studies reported that increasing ATP production during seizure activity by providing OXPHOS substrate prevented neuronal death [31, 32]. Complementary to these results, we found that exacerbated ATP depletion induced by anti-NPCT was associated with more neuronal death, confirming the central pathological role of energy failure in neuronal death after RSE. Besides neuronal death, energy failure and ATP depletion after RSE also contributes to epileptogenesis. On the one hand, insufficient ATP supply would affect Na^+^/K^+^ ATPases and increase neuronal excitability and seizure susceptibility via lowering membrane potential [33, 34]. On the other hand, ATP depletion would disrupt the mobilization of the synaptic vesicle reserve pool of parvalbumin-positive interneurons, the most abundant cortical GABAergic inhibitory interneurons, leading to insufficient GABA release and hyperexcitability of neural circuits, and thus contribute to epileptogenesis [6, 35–37]. In our study, although exogenous NPCT supplementation could not reverse neuronal death after RSE, it was still protective for the mitochondrial function in the surviving neurons, raising the possibility that NPCT supplementation might protect against epileptogenesis via preserving mitochondrial OXPHOS and ATP supply. Further studies are needed to test this therapeutic possibility.

In the current study, NPCT was overexpressed in the CA3 pyramidal neurons and i.c.v. immunoneutralization of NPCT caused significant death of these neurons. Why CA3 pyramidal neurons? In the intrinsic trisynaptic hippocampal circuits [38], CA3 pyramidal neurons receive signals from DG granule cells and transfer them to CA1 pyramidal neurons. Moreover, CA3 also sends collaterals onto other CA3 neurons [38], back-projections to DG granule cells [39], and commissural connections to the contralateral CA3 and CA1 [40]. These reciprocal connections make CA3 pyramidal neurons the relay hub and reinforcement of hippocampal circuitry activity in epilepsy [41], conferring “energy privilege” on these neurons during seizure activity. Thus, during RSE, NPCT was specifically upregulated in CA3 pyramidal neurons to meet their extra energy demand, and the energy depletion caused by anti-NPCT failed their need and starved them to die.

Another interesting finding in the study is that NPCT has multiple neurotrophic effects. Neurotrophins are a family of peptidergic regulators of neuronal survival, growth, and plasticity, with brain derived-neurotrophic factor (BDNF) the most characterized one [42]. BDNF facilitated dendritic outgrowth and spine formation [43], and also promoted neuronal survival and synaptogenesis [44]. In SE, BDNF could protect against cell damage [45]. The functions of NPCT were quite similar with those of BDNF, raising the possibility that NPCT might be a novel member of the neurotrophin family. Two possible mechanisms might underly the neurotrophic effects of NPCT. The first is that the neurotrophic effects of NPCT is the consequences of its facilitations to mitochondrial functions and energy production. Assembly of cytoskeleton for the development of synaptic compartments is energy-consuming and is supported by mitochondrial ATP production [46]. Sufficient amount and normal functioning of mitochondria are essential and supportive for the development and maintenance of dendrites, spines, and synapses [46, 47]. In the case of the NPCT, it promoted neuritogenesis, spinogenesis, and synaptogenesis via enhancing neuronal mitochondrial respiration and ATP production. The second mechanism of NPCT’s neurotrophic effects might be its suppression on caspase-3. Apart from its canonical function in mediating apoptosis, caspase-3 plays key roles in pruning dendrites and spines without causing cell death [48]. It was demonstrated that caspase deficiency suppressed the pruning of dendrites, leading to increased dendritic arborization [49]. Meanwhile, local activation of dendritic caspase-3 led to elimination of spines and retraction of dendrites without inducing cell death [50, 51]. More importantly, the BDNF pro-peptide, another neurotrophin family member, dramatically reduced dendritic spine density in hippocampal neurons in a caspase-3 dependent manner [52]. In our study, we found that NPCT significantly inhibited the expression of both the full-length and cleaved caspase-3 and increased dendritic arborization and spine density. This suggested that NPCT might exert its neurotrophic functions via suppressing the pruning effects of caspase-3. Future study is warranted to test these mechanisms and to further investigate the influences of NPCT on synaptic electrophysiological plasticity.

In the current study we provide first-hand evidences that NPCT might be functionally independent of its parent peptide PCT, clarifying previous claims that NPCT was the bioactive fragment responsible for the functions of PCT, which had not been experimentally verified directly [11, 13, 21]. Firstly, RNA-sequence results revealed that NPCT and PCT had contrasting effects on the transcriptome of primary hippocampal neurons, with DEGs stimulated with NPCT enriched in mitochondrial functions and DEGs stimulated with PCT enriched in inflammatory processes. This suggests that both NPCT and PCT are bioactive and their biological functions in neurons are distinct. Secondly, we found that NPCT decreased the expression of cleaved caspase-3 in primary hippocampal neurons and inhibited neuronal death after RSE, while PCT increased the level of cleaved caspase-3 and triggered neuronal death (data not shown), suggesting the opposite effects of the two peptides on neuronal survival. In the CNS, the biological activities of neuropeptide families are strictly regulated by proteinases to transform the parent peptides into products with similar, different, or terminated biological functions [25, 53, 54]. Thus, the parent peptide PCT and its products, including NPCT, calcitonin (CT, the classic calcium-modulating peptide cleaved from the middle part of PCT), and katacalcin (the fragment peptide cleaved from the carboxyl terminal of PCT) [55] comprised a neuropeptide family which has complex biological functions.

In conclusion, our study uncovered that NPCT was a neuropeptide distributed extensively in the brain. NPCT served as a potent modulator of neuronal OXPHOS and ATP production, and had multiple neurotrophic effects, promoting neuronal survival. During RSE, NPCT is overexpressed to facilitate neuronal ATP production and protect against neuronal death (Fig. 8). One major limitation of the study is that we didn’t identify the exact receptor of NPCT. Future studies are urgently needed to explore the neuronal receptor system of NPCT, as well as to translate the neuroprotectant effects of NPCT into the treatment of neurological diseases. Considering the full name of NPCT, aminoprocalcitonin, is too long and contains no connotation of biological functions, as well as its evolutionarily conserved amino acid sequence, extensive CNS distribution, fundamental roles in regulating energy homeostasis, and potential translational value for neurological diseases, we would like to propose a new nomenclature of this peptide, which is *Calenerin*. The prefix *Cal-* originates from the name of calcitonin, representing that it belongs to the calcitonin gene-encoding peptide family. The middle part *-ener-* originates from the Latin word *energia* that means energy in English. And the postfix *-in* represents its peptide property, which is a universal usage in the naming of neuropeptides.

**Fig. 8:**
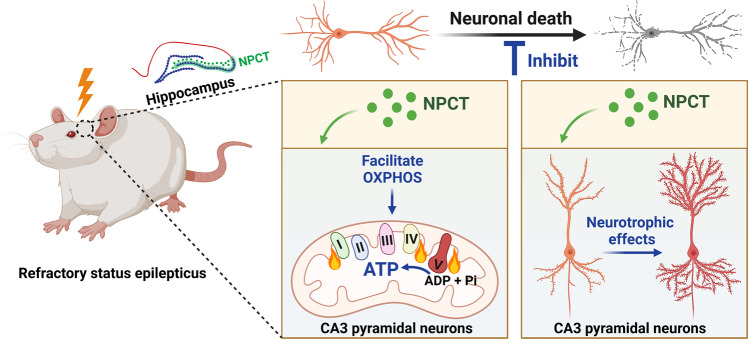
Schematic showing that RSE triggers overexpression of NPCT in hippocampal CA3 pyramidal neurons. NPCT protects hippocampal neuronal survival after RSE via facilitating mitochondrial OXPHOS and ATP production accompanied by multiple neurotrophic effects.

## Materials and methods

### Animals and the establishment of SE model

Male Sprague-Dawley rats weighing 200–250 g were used in the study. Animals were housed in specific pathogen-free environment with 12-h light/ 12-h dark cycle and ad libitum access to water and rodent chow. All animal experiments were performed in accordance with the National Institutes of Health guidelines for the use of experimental animals and approved by the Animal Experiment Administration Committee of the Fourth Military Medical University, China.

Lithium-pilocarpine induced SE model was established as previously described [56]. Rats were injected with 3 meq/kg of lithium chloride (Sigma-Aldrich Cat# 62476, St Louis, MO, USA) intraperitoneally. SE was induced 18–20 h later by i.p. injection of pilocarpine (30 mg/kg; Cayman Chemical Cat# 14487, Ann Arbor, MI, USA). Methyl scopolamine (1 mg/kg; Aladdin Cat# S129958, Shanghai, China) was administered subcutaneously (s.c.) 30 min before pilocarpine to reduce the peripheral effects of pilocarpine. The severity of seizure was classified with Racine scale [57]: Grade 1, mouth and facial movements; Grade 2, head nodding; Grade 3, unilateral forelimb clonus; Grade 4, bilateral forelimbs clonus and rearing; Grade 5, generalized tonic-clonic seizure characterized by rearing and falling. The successful establishment of SE was defined as the first on-set seizure with at least grade 3 in Racine scale without returning to normal behavior. SE was allowed to continue for different durations (5 min, 30 min, 1 h) and was halted with i.p. administration of diazepam (DZP) (10 mg/kg; Jinyao pharmaceutical co., ltd. Cat# H12020957, Tianjin, China). Animals that didn’t develop SE were excluded from further analysis. Control animals received normal saline instead of pilocarpine, with other reagents administered similarly as SE animals. Randomization was not applicable in the study.

### Surgery and video-EEG monitoring

I.c.v. drug delivery and EEG monitoring were conducted via cannulas aimed at the lateral cerebral ventricle and electrodes aimed at the hippocampus, respectively. Briefly, rats were anesthetized with isoflurane (5% for induction and 2.5% for maintenance in oxygen at 1 L/min; RWD Cat# R510-22, Shenzhen, China) and were fixed on stereotaxic apparatus (RWD Cat# 68018, Shenzhen, China). A 24-gauge stainless cannula was stereotaxically implanted into the right lateral ventricle (AP −0.84 mm, ML 1.8 mm, DV 4.1 mm) and a 26-gauge obturator cap was inserted into the guide cannula. Monopolar insulated stainless-steel electrodes (Jingong Cat# QZY-2, Wenzhou, China) with diameter of 200 μm were stereotaxically implanted to the bilateral hippocampus (AP −5.6 mm, ML ± 4.5 mm, DV 4 mm). A reference electrode was placed within the cerebellum (AP −12 mm, ML 0 mm, DV 4 mm) as previously described [15]. The cannula and electrode assembly were secured on the skull with dental cement (SUN Medical co., ltd. Super-Bond C&B, Moriyama, Japan). After surgery, rats were given 5 ml warmed Ringer’s solution s.c., carefully placed on a heating pad to receive supplemental warmth and were monitored until they became conscious and ambulatory. Rats were housed individually and were allowed to recover for at least 7 d before seizure induction.

Simultaneous video and EEG recording was initiated 10 min before pilocarpine and was continued until 2 h after DZP treatment. Video of seizure behavior was recorded with a high-speed camara (Logitech C920 Pro, Nanjing, China), while EEG activity from the hippocampal electrodes was amplified, filtered (high pass: 0.1 Hz; low pass: 45 Hz), and recorded (sampling rate: 100 Hz) with an EEG monitoring system (SOLAR3000N, Beijing, China) as previously described [58]. SE onset was electrographically characterized by continuous spike/polyspike discharges with frequency > 3 Hz, while SE termination was defined as the time when EEG activity returned to baseline, and spiking activity became arrhythmic and < 2 Hz [59]. The DZP treatment was considered effective if there was electrographic termination of SE within 30 min after DZP i.p. injection, without electrographic recurrence within the next 90 min [15]. SE was considered as RSE if DZP was ineffective. EEG seizure spike frequency and the total EEG spectral power were calculated at the following time points in timeframe of 30 s: baseline before pilocarpine, 30 min after RSE onset, the time of DZP administration, 30 min after DZP, 60 min after DZP, 90 min after DZP, and 120 min after DZP. EEG data were analysed by an investigator blinded to the grouping of animals. The total power of EEG was calculated by the Welch’s method using the pwelch Matlab function within data epochs of 30 s [60]. EEG spectrograms were extracted using the Short-Time Fourier Transform (STFT) [61].

### NPCT peptide and NPCT immunoneutralization antibody preparation

Purified human NPCT (A^1^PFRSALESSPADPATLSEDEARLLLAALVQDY-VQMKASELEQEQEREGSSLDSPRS^57^; BACHEM Cat# 4030454, Bubendorf, Switzerland; BACHEM, RRID:SCR_013558) was used in the current study because the amino sequence is highly conserved between humans and rodents [62], and previous studies have used this NPCT in rats, which enabled us to compare our results with published works [11, 23, 63]. The rabbit polyclonal NPCT immunoneutralization antibody (anti-NPCT) was synthesized by GenScript, NJ, USA (RRID:SCR_002891). The antigen was a synthetic peptide corresponding to amino acids 69-82 (E^69^QEREGSSLDSPRS^82^) of human pre-procalcitonin (PPCT), the precursor peptide of human NPCT. This sequence corresponds to a specific and highly conserved carboxyl terminal segment of human NPCT (amino acids 44-57) and differs from that of the rat sequence (E^44^QEAEGSSLDSPRS^57^) by only one amino acid [62]. The antigen amino acid sequence does not have alignments with any other member of the CT/CGRP family. This immunoneutralization antibody had been verified to effectively block the activity of NPCT by previous studies [21, 23, 63].

NPCT and anti-NPCT were dissolved in phosphate buffer saline (PBS) or artificial cerebrospinal fluid (aCSF; 120 mM NaCl, 3.0 mM KCl, 1.2 mM CaCl_2_, 1.2 mM MgCl_2_, 0.67 mM NaH_2_PO_4_, and 0.3 mM Na_2_HPO_4_, pH 7.4) as stock solution, passed through 0.22 μm pore size filters (Millipore Cat# SLGPR33RB, MA, USA), aliquoted, and stored at −80 °C. As for the in vitro experiments using NPCT and anti-NPCT, fresh aliquots stocked in PBS were thawed, dissolved in maintenance medium to the tested concentrations (1 nM for NPCT [64] and 50 μg/ml for anti-NPCT [23]), and warmed to 37 °C before use. Heat-deactivated NPCT (1 nM, 90 °C for 1 h, d-NPCT) was used as negative control as previously described [21]. As for in vivo experiments using anti-NPCT, aliquots stocked in aCSF were dissolved in aCSF to the concentration of 0.4 μg/μl and warmed to 37 °C before use. Nonimmune rabbit IgG (NRI; Sigma-Aldrich Cat# I5006, RRID: AB_1163659, St Louis, MO, USA) of the same concentration was used as negative control as previously described [12, 23].

### I.c.v. injection

To investigate the roles of NPCT in hippocampal neuronal death after RSE, rats were intracerebroventricularly injected with anti-NPCT and NRI at 1 h before the administration of pilocarpine and 2 h after DZP administration, and brain samples were collected for Fluoro-Jade C (FjC) staining 24 h later. To investigate the roles of NPCT in hippocampal energy failure in RSE, anti-NPCT and NRI were intracerebroventricularly injected at 1 h before the administration of pilocarpine, followed by continuous video-EEG monitoring. Hippocampal samples were collected for ATP assays at the end of video-EEG monitoring. The cannula caps were removed and replaced with a 30-gauge stainless injection cannula connected to polyethylene tube attached to a 25 μl Hamilton microsyringe. 5 μl aCSF solutions containing 2 μg anti-NPCT or NRI were injected with a micro-injection pump (LONGER TJ-1A, Baoding, China) over 60 s and the injection cannula was held in place for another 60 s before slowly withdrawing. This amount of anti-NPCT was chosen because previous studies confirmed its capability to block the catabolic behavioral effects of central NPCT [12, 23].

### Primary hippocampal neuronal culture

Rat primary hippocampal neuronal cultures were prepared as previously described with slight modifications [65]. Foetuses were collected on embryonic day 17 and hippocampi were dissected and placed in ice-cold Ca^2+^ and Mg^2+^-free HEPES-buffered Hank’s salt solution (HBSS; Gibco Cat# 00468, CA, USA). Dissociated cells were seeded at a density of 40,000 cells/cm^2^ on plates or cover glasses that had been coated with poly-D-lysine (0.1 mg/ml; Sigma-Aldrich Cat# P6282, St Louis, MO, USA) and washed with H_2_O. Hippocampal neuronal cultures were maintained at 37 °C in a 5% CO_2_/95% air atmosphere and were grown in maintenance medium composed of neurobasal medium (NB; Gibco Cat# 21103-049, CA, USA) supplemented with 2% B27 (Gibco Cat# 17504-044, CA, USA), glutamine (2 mM; Gibco Cat# 25030-081, CA, USA), and penicillin-streptomycin (100 U/ml; Gibco Cat# 15140-122, CA, USA). Maintenance medium was changed in half volume every other day. Cells were cultured without mitotic inhibitors for 5 days in vitro (DIV) to investigate neurite outgrowth, 7 DIV for RNA-sequence, Seahorse XFe analyser, and mitochondria function assays, 14 DIV for in vitro model of SE, and 21 DIV for spinogenesis and PSD-95/gephyrin expression.

### In vitro model of SE

In vitro model of SE was induced in primary hippocampal neuronal cultures at 14 DIV as previously described [19]. Maintenance medium was replaced with physiological basal recording solution (pBRS) with or without MgCl_2_ (in mM): 145 NaCl, 2.5 KCl, 10 HEPES, 2 CaCl_2_, 10 glucose, and 0.002 glycine, pH 7.3, and osmolarity adjusted to 325 ± 5 mOsm with sucrose. In vitro SE was induced at 37 °C with 5% CO_2_/95% air, by exposing neurons to pBRS without MgCl_2_ (0-Mg^2+^ buffer) for 3 h, while control cultures were exposed to pBRS with 1 mM MgCl_2_ (control buffer) for the same period, after which the maintenance medium was changed back. pBRS with or without MgCl_2_ was passed through 0.22 μm pore size filters (Millipore Cat# SLGPR33RB, MA, USA) for sterilization and stored at 4 °C.

### In vitro calcium imaging

Seizure activity induced by 0-Mg^2+^ buffer in cultured hippocampal neurons is characterized by spontaneous repetitive intracellular calcium ([Ca^2+^]_i_) oscillations [66]. To confirm the successful induction of seizure activity in vitro, Fluo-4, AM (Solarbio Cat# F8501, Beijing, China) was used to monitor [Ca^2+^]_i_ oscillations. Fluo-4, AM stock solution of 5 mM was prepared in DMSO. Cultures grown in glass-bottom dishes were incubated with 2 μM Fluo-4, AM for 15 min at 37 °C. Then cultures were re-incubated with maintenance medium for another 30 min at 37 °C for the de-esterification of the dye. Cells were then transferred onto the recording chamber of an Olympus confocal inverted microscope (Olympus Confocal Laser Scanning Microscope Fluoview FV3000, RRID: SCR_017015, Tokyo, Japan). Fluorescence was excited with a 488 nm laser and emitted light was collected at 515 nm. A series of images were acquired every 1 s in a timeframe of 5 min at room temperature (RT). Cultures were changed to 0-Mg^2+^ buffer or control buffer and images were collected for a total of 1 h. Images were analysed using the cellSens Dimension software Desktop 3.1 (Olympus cellSens Software, RRID: SCR_014551, Tokyo, Japan). Cell bodies were selected as regions of interest and normalized fluorescence intensity changes were calculated as △*F/F* = (*F-F*_0_)/*F*_0_ (F, fluorescence intensity; F_0_, baseline intensity).

### Immunohistochemistry (IHC)

Rats were euthanized and perfused transcardially with normal saline followed by ice-cold 4% paraformaldehyde (PFA) for brain fixation. The brains were postfixed in 4% PFA for 2–4 h and transferred into 30% sucrose dissolved in 0.1 M PB solution for dehydration. Free-floating coronal brain sections of 30 μm were cut with a cryostat microtome (Leica CM1950 Cryostat, RRID:SCR_018061, Nussloch, Germany) and were stored in PBS containing 70% glycerol at −20 °C until use. As for the observation of the general distribution of NPCT throughout the rat brain, DAB-based immunohistochemistry using a commercial mouse streptavidin-horseradish peroxidase (HRP) kit (CWbio Cat# CW2069, Beijing, China) was performed on representative coronal sections at Bregma 4.68 mm, 3.72 mm, 2.76 mm, 1.92 mm, −0.36 mm, −1.20 mm, −2.16 mm, −2.40 mm, −3.60 mm, and −4.80 mm, according to the rat brain atlas by George Paxinos and Charles Watson [67]. Briefly, after quenching endogenous peroxidase and blocking, sections were incubated with primary antibody (mouse monoclonal anti-NPCT 1:100; Novus Cat# NB120-14817, RRID:AB_791678, CO, USA) diluted with PBS containing 10% goat serum and 0.3% Triton X-100 at 4 °C overnight, followed by sequential incubation with goat anti-mouse biotinylated IgG, streptavidin-HRP, and visualization with DAB working solution (CWbio Cat# CW0125, Beijing, China). Haematoxylin staining solution (Beyotime Cat# C0107, Beijing, China) was used to counter-stain nucleus. The expression level of NPCT was evaluated according to the proportion and intensity of positive cells as previously described [68]. The percentage of positive cells was classified into five scores: 4 (76–100%), 3 (51–75%), 2 (26–50%), 1 (1–25%), and 0 (0%). The staining intensity was categorized into four scores: 3 (strong), 2 (moderate), 1 (weak), 0 (no staining). The percentage and intensity scores were multiplied to obtain a total IHC score ranging from 0 to 12 corresponding to the expression level of NPCT. A total IHC score of >9 to ≤12, >6 to ≤9, >3 to ≤6, >0 to ≤3, and 0 was defined as high, medium-high, medium, low, and no expression, respectively. Negative controls were carried out by omitting the primary antibody. As for the detection of IgG leakage into the hippocampus, coronal sections were incubated with goat anti-rat biotinylated IgG (1:500; SinoBiological Cat# SSA012, Beijing, China) at 4 °C overnight, followed by streptavidin-HRP and DAB visualization as mentioned before.

As for immunofluorescent staining of brain sections, coronal brain sections were permeabilized and blocked with 0.3% Triton X-100 combined with 10% goat serum in PBS. The sections were incubated at 4 °C overnight with the following primary antibodies: mouse anti-NPCT (1:100; Novus Cat# NB120-14817, RRID:AB_791678, CO, USA), rabbit anti-NeuN (1:500; Millipore Cat# ABN78, RRID:AB_10807945, MA, USA), rabbit anti-GFAP (1:2000; Agilent Cat# Z0334, RRID:AB_10013382, CA, USA), rabbit anti-Iba1 (1:2000; FUJIFILM Wako Shibayagi Cat# 019-19741, RRID:AB_839504, Osaka, Japan), rabbit anti-PSD-95 (1:500; Abcam Cat# ab18258, RRID:AB_444362, MA, USA), and rabbit anti-synapsin (1:500; Abcam Cat# ab254349, RRID:AB_2920663, MA, USA). As for immunofluorescent staining of primary neurons, cells grown on cover glasses were fixed, permeabilized, blocked, and then incubated with the following primary antibodies at 4 °C overnight: rabbit anti-PSD-95 (1:500; Abcam Cat# ab18258, RRID:AB_444362, MA, USA), mouse anti-gephyrin (1:500; Synaptic Systems Cat# 147021, Goettingen, Germany), and mouse anti-MAP2 (1:500; Synaptic Systems Cat# 147021, RRID:AB_2232546, Goettingen, Germany). After washing, samples were incubated with the following secondary antibodies: goat anti-mouse IgG H&L [Alexa Fluor 488] (1:500; Thermo Fisher Scientific Cat# A-11001, RRID:AB_2534069, MA, USA), goat anti-rabbit IgG H&L [Alexa Fluor 594] (1:500; Thermo Fisher Scientific Cat# A-11005, RRID:AB_2534073, MA, USA) at RT for 2 h. Finally, nucleus was counter-stained with Hoechst (Solarbio C0021, Beijing, China) and samples were embedded with anti-fade mounting medium (SouthernBiotech Fluoromount-G Cat# 0100-01, AL, USA) and coverslips.

### Pre-absorption test

Pre-absorption test was carried out to examine the specificity of monoclonal anti-NPCT antibody used in the immunohistochemistry experiments and to confirm that this antibody could recognize NPCT without cross-reacting with PCT, the precursor peptide of NPCT. Dilutions of mouse monoclonal anti-NPCT antibody were incubated with NPCT peptide (2.5 μg NPCT for 1 μl undiluted antibody), or PCT peptide (5 μg PCT for 1 μl undiluted antibody; purified human PCT, Cat# hor-304, ProSpec, Rehovot, Israel), or without peptides, at 4 °C overnight. The dose of NPCT was chosen based on previous report where it could completely block staining [10]. The dose of PCT was calculated to obtain an approximate equimolar amount of peptide compared with NPCT, based on the molecular weight of NPCT (~8 kDa) and PCT (~13 kDa). This dose of PCT was also remarkably higher than that used in previous study [22], which ensured the effectiveness of PCT to block the monoclonal anti-NPCT antibody, if it could.

### Immunoelectron microscopy

Pre-embedding immunogold-silver method was performed as previously described [69] to investigate the subcellular distribution of NPCT in hippocampal pyramidal neurons. Briefly, rats were perfused with 150 ml normal saline followed by 500 ml ice-cold mixture of 4% PFA and 0.05% glutaraldehyde in 0.1 M PB for 1 h. Brains were removed and post-fixed in the same fixative at 4 °C for 4 h. Coronal sections of hippocampus of 45 μm were cut with a vibratome (Vibratome VT1000S Leica Microsystems, RRID:SCR_016495, Nussloch, Germany). Sections were blocked with 5% bovine serum albumin and 0.05% Triton X-100 in PBS for 3 h at RT, followed by incubation with the primary antibody of mouse anti-NPCT (1:100; Novus Cat# NB120-14817, RRID:AB_791678, CO, USA) overnight at RT and subsequent secondary antibody of anti-mouse IgG conjugated to 1.4 nm gold particles (1:100; Nanoprobes Cat# 2001, RRID:AB_2877644, NY, USA). After rinsing, sections were post-fixed in 2% glutaraldehyde in PBS for 45 min followed by silver enhancement performed in the dark with HQ Silver Kit (Nanoprobes Cat# 2012, NY, USA). Sections were rinsed with de-ionized water several times before and after silver enhancement. After being incubated with osmium tetroxide in 0.1 M PB for 2 h, sections were dehydrated with graded ethanol, then propylene oxide, and finally embedded in Epon 812 between plastic sheets. After polymerization, flat-embedded sections were examined under light microscope, trimmed, and glued onto blank resin stubs. Serial ultrathin sections were cut with an ultramicrotome (Leica EM UC6, Nussloch, Germany) with a diamond knife (Diatome, PA, USA), mounted on formvar-coated mesh grids (6-8 sections/grid), and then counterstained with uranyl acetate and lead citrate. Images were examined and captured with an electron microscope (JEOL 1230 Transmission Electron Microscope, RRID:SCR_018036, Tokyo, Japan) equipped with a CCD camera and its application software (Gatan 832 SC1000, CA, USA).

### FjC staining

FjC staining was used to detect degenerating neurons in hippocampus after RSE. Briefly, brain sections were mounted on slides and dried at 37 °C for 2 h. Then sections were sequentially immersed in 1% NaOH in 80% ethanol, 70% ethanol, distilled water, and 0.06% potassium permanganate solution for 5 min, 2 min, 2 min, and 20 min respectively. After rinsing with distilled water for 2 min, sections were incubated with 0.0001% FjC solution for 20 min. The 0.0001% FjC solution was prepared from the combination of 1 ml 0.01% FjC (Millipore Cat# AG325, MA, USA) stocking solution in distilled water and 99 ml 0.1% acetic acid. Sections were then rinsed and dried before mounting. Images were captured with a confocal microscope (Olympus Confocal Laser Scanning Microscope Fluoview FV3000, RRID:SCR_017015, Tokyo, Japan) with fluorescence excited with 488 nm laser.

### Lipofectamine transfection with GFP

In order to investigate the influence of NPCT on dendritic spine of primary hippocampal neurons, EGFP-plasmid (pEGFP-N1) was transfected to outline cell morphology as previously described [70]. Briefly, neurons of 13 DIV were transfected using Lipofectamine 2000 (Invitrogen 11668, CA, USA) for 4 h at 37 °C in 5% CO_2_/95% air. Each cover glass of neurons (in 24-well plate) was transfected with 1 μg DNA with the aid of 2 μl Lipofectamine 2000. Then neurons were washed and transferred back to their original medium with half changed with fresh medium and maintained at 37 °C, 5% CO_2_/95% air until 21 DIV. At 21 DIV, neurons were incubated with 1 nM of NPCT or d-NPCT for another 24 h at 37 °C, 5% CO_2_/95% air before imaging. Z-stack images of dendritic spine were acquired with a confocal microscope (Olympus Confocal Laser Scanning Microscope Fluoview FV3000, RRID:SCR_017015, Tokyo, Japan) with depth interval of 0.1 μm. The morphology of dendritic spine was 3D reconstructed based on z-stack image series with Imaris software v.9.5.0 (Imaris, RRID:SCR_007370, Abingdon, UK) and spine density was counted by an investigator blinded to the grouping.

### Sholl analysis of dendritic arborization

Primary hippocampal neurons at 5 DIV were incubated with 1 nM of NPCT or d-NPCT for 24 h and were subjected to anti-MAP2 immunofluorescent staining followed by sholl analysis to investigate the effects of NPCT on dendritic arborization. Sholl analysis was performed using Imaris software v.9.5.0 (Imaris, RRID:SCR_007370, Abingdon, UK) in steps of 10 μm starting from the soma. Both linear analysis and semi-log analysis were carried out according to previous study [71]. In linear sholl analysis, number of intersections with the circles (ranging from the soma with 10 μm steps) was plotted as a function of the radius of the circle. In the semi-log sholl analysis, the number of intersections within each circle area was calculated for each neuron, followed by the log value of this number being calculated. Then the log values were averaged from each neuron in a certain group and were plotted as a function of the distance from the soma. A straight line was then fitted to the data using simple linear regression. Sholl regression coefficient, k, was calculated by multiplying negative one with the slope of this fitting line for each group. The sholl regression coefficient accurately determines if two cell populations have different dendritic arborizations [72].

### Real-time quantitative PCR

Real-time quantitative PCR was conducted as previously described [73]. Total RNA of tissue and primary neurons was extracted with the aid of TRIzol reagent (Invitrogen Cat# 15596026, CA, USA) and then reverse-transcribed into cDNA using PrimeScript RT Master Mix (Takara Cat# RR036A, Kyoto Japan) according to the manufacturer’s instruction. A Bio-Rad analyser (Bio-Rad CFX96 Real-Time PCR Detection System, RRID:SCR_018064, CA, USA) was used for the real-time PCR analysis of cDNA. SYBR Green (bimake Cat# B21202, Shanghai, China) was used as the fluorescent probe. The gene encoding NPCT, *Calca*, could produce two transcripts, NPCT and CGRP, due to alternative splicing [74]. We designed three primer sets which were able to detect the common region of NPCT and CGRP (referred to as NPCT/CGRP), NPCT exclusively (referred to as NPCT), and CGRP exclusively (referred to CGRP), according to previous studies [16, 75]. All primers were synthesized by Tsingke Biotechnology (China) as follows: NPCT/CGRP, sense 5’-CCCTTTCCTGGTTGTCAGCATCTT-3’, antisense 5’-CATGCCTGGGCTGCTTTCTAAGGTT-3’; NPCT, sense 5’-CCCTTTCCTGGTTGTCAGCATCTT-3’, antisense 5’-AGCATGCAGGTACTCAGATTCCCA-3’; CGRP, sense 5’-AACCTTAGAAAGCAGCCCAGGCATG-3’, antisense 5’-GTGGGCACAAAGTTGTCCTTCACCA-3’; β-actin, sense 5’- ACGGTCAGGTCATCACTATCG-3’, antisense 5’-GGCATAGAGGTCTTTACGGATG-3’. Amplification conditions were as follows: one cycle of 95 °C for 3 min, 95 °C 5 s, 60 °C 30 s, 72 °C 30 s for additional 40 cycles. The relative mRNA expression of target gene was normalized to that of β-actin. Each experiment was repeated three times independently.

### Western-blot

The molecular weight of NPCT is lower than 10 kDa (~8 kDa) thus Tricine SDS-PAGE, which is more suitable to separate protein with low molecular weight, was performed to detect the expression of NPCT as previously described [76]. Molecules other than NPCT were separated with glycine-SDS-PAGE. Total cell and tissue protein was lysed with RIPA buffer (Beyotime Cat# P0013B, Beijing, China) supplemented with protease inhibitor (Roche Cat# 04693159001, Basel, Switzerland) and phosphatase inhibitor cocktail (Roche Cat# 04906837001, Basel, Switzerland). Each sample of 30 μg protein was run on 15.5% tricine-SDS-PAGE or 10% glycine-SDS-PAGE. Total proteins were transferred to polyvinylidene fluoride (Millipore Cat# ISEQ00010, MA, USA) membranes. After blocking with 5% non-fat milk in TBS with 0.1% Tween 20 for 1 h at RT, membranes were incubated at 4 °C overnight with primary antibodies including: mouse anti-NPCT (1:500; Novus Cat# NB120-14817, RRID:AB_791678, CO, USA), rabbit anti-caspase-3 (Proteintech Cat# 19677-1-AP, RRID:AB_10733244, Wuhan, China), rabbit anti-GAPDH (1:3000; HUABIO Cat# R1210-1, Hangzhou, China), and mouse anti-alpha tubulin (Proteintech Cat# 66031-1-Ig, RRID:AB_11042766, Wuhan, China). Goat anti-rabbit (1:5000; CWBio Cat# CW0103, RRID:AB_2814709, Beijing, China) and goat anti-mouse (1:5000; CWBio Cat# CW0102, RRID:AB_2814710, Beijing, China) HRP-conjugated secondary antibodies and enhanced chemiluminescence reagents (ZETA Cat# 310231, CA, USA) were applied to visualize interested protein bands. GAPDH and alpha tubulin were used as internal control.

### In vitro neuronal death assays

Neuronal death after in vitro SE model was assessed with PI/Hoechst double staining and phase-contrast morphological analysis at different time points as follows: immediately at the end of 0-Mg^2+^ exposure, and 3 h, 12 h, and 24 h after the end of 0-Mg^2+^ exposure. To investigate the influence of NPCT on neuronal survival after in vitro SE, 1 nM of NPCT or d-NPCT, or 50 μg/ml of Anti-NPCT or NRI were added into maintenance medium immediately after the end of 0-Mg^2+^ exposure and neuronal survival was investigated via PI/Hoechst double staining and phase-contrast morphological analysis 24 h later. PI/Hoechst double staining was performed with a commercial kit according to the manufacturer’s instruction (Solarbio Cat# CA1120, Beijing, China). PI is excluded from viable cells but stains dead cells following loss of membrane integrity and exhibits red fluorescence, whereas Hoechst 33342 labels all nuclei blue allowing the quantification of the total number of cells [77]. Fluorescence images were captured with a confocal microscope (Olympus Confocal Laser Scanning Microscope Fluoview FV3000, RRID:SCR_017015, Tokyo, Japan). The percentage of dead neurons (PI^+^ cells) to total cells (Hoechst^+^ cells) was calculated and the survival of neurons was expressed as 100% minus the percentage of dead neurons. Morphological identification of viable neurons was based on phase-contrast images as previously described [78]. Viable neurons were identified as phase-bright with intact processes while non-viable neurons were phase-dark and had fragmented processes. Survival of neurons was expressed as the percentage of the number of phase-bright cells to total number of cells.

### Cell Counting Kit-8 assay

Cell Counting Kit-8 (CCK-8) assay was used to assess the viability of primary hippocampal neuronal cultures according to the manufacturer’s instruction (DOJINDO Cat# CK04, Japan, Kumamoto, Japan). Cell viability was expressed as the percentage of the O.D. 450 nm relative to control levels.

### RNA-sequence and data analysis

Primary hippocampal neurons at 7 DIV were incubated with 1 nM NPCT or 1 nM PCT for 24 h and then subjected to RNA-sequence to interrogate the influences of NPCT and PCT on neuronal transcriptome. RNA-sequence was performed by Novogene co., ltd (Beijing, China). Briefly, total RNA was extracted from pooled samples of biological triplicates in each group using TRIzol reagent (Invitrogen Cat# 15596026, CA, USA) and was quantified and qualified with the Bioanalyzer 2100 system (Agilent Technologies, CA, USA; RRID:SCR_018043). Libraries were constructed, qualified, and sequenced by the Illumina NovaSeq 6000. Clean reads were aligned to the reference *Rattus norregicus* genome using Hisat2 (v2.0.5). The featureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. The number of fragments per kilobase of transcript per million fragments mapped reads (FPKM) was then calculated and differential expression analysis between groups was performed using DESeq2 R package (1.20.0). The *P* values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Adjusted *P* value ≤ 0.05 and fold change > 1.5 was set as the threshold for significantly differential expression. Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) enrichment analyses of differentially expressed genes (DEGs) were conducted with the clusterProfiler R package (3.8.1) [79]. All original RNA-sequence data have been deposited in GEO database with accession number: GSE217955.

### Seahorse XFe24 mitochondria respiration assay

To determine the overall effect of NPCT on mitochondrial respiration and OXPHOS, OCR was assessed using an Agilent Seahorse XFe24 Analyzer (Seahorse Biosciences, MA, USA; RRID:SCR_019539) [80]. Primary hippocampal neurons were seeded at 5 × 10^4^/well onto XFe24 plates and were maintained until 7 DIV before use. After stimulated with 1 nM NPCT for 24 h, cells were switched into XFe assay buffer at 37 °C without CO_2_ for 1 h. Following three baseline measurements of OCR, oligomycin (1 μM), FCCP (1 μM), and rotenone (1 μM) with antimycin A (10 μM) were sequentially injected into each well. Three OCR readings were taken after each injection. Basal respiration was calculated as OCR before oligomycin minus OCR after antimycin. Maximal respiration was calculated as OCR after FCCP minus OCR after antimycin. Spare respiratory capacity% was calculated as the percentage of maximal respiration to basal respiration. Proton leak was calculated as OCR after oligomycin minus OCR after antimycin. Data were normalized to cell number of each well.

### ATP assay

ATP levels of rat hippocampal tissue and primary hippocampal neurons were measured according to the instructions of a commercially available kit (Solarbio Cat# BC0300, Beijing, China). Absorbance at 340 nm was measured with a spectrophotometer (Tecan Infinite M200 Pro, RRID:SCR_019033, Crailsheim, Germany). Samples of rat hippocampus were collected at 2 h after DZP administration. Samples of primary hippocampal neurons were collected after neurons of 7 DIV were stimulated with 1 nM NPCT or d-NPCT for another 24 h.

### Mitochondria respiratory chain complex activity assays

The activities of mitochondria respiratory chain complexes I-V were measured according to instructions of commercial assay kits (complex I, Solarbio Cat# BC0515, Beijing, China; complex II, Solarbio Cat# BC3235, Beijing, China; complex III, Solarbio Cat# BC3245, Beijing, China; complex IV, Solarbio Cat# BC0945, Beijing, China; complex V, Solarbio Cat# BC1445, Beijing, China). Briefly, after neurons of 7 DIV were incubated with 1 nM NPCT or d-NPCT for another 24 h, samples of primary hippocampal neurons were homogenized with mitochondria isolation buffer and centrifuged at 600 g for 10 min at 4 °C. Supernatant was transferred to a new tube and subsequently centrifuged at 11,000 g for 15 min at 4 °C. The supernatant was then discarded, and the pellet enriched with mitochondria was resuspended in appropriate buffer for mitochondria complex activity assessment. Complex I activity was quantified by monitoring the oxidation of NADH to NAD^+^. The rate of NADH oxidation was determined by the decrease in the absorbance at 340 nm. Complex II activity was evaluated by decrease in the absorbance at 605 nm. Complex III activity was assessed by the increase of absorbance value at 550 nm after reduction of cytochrome c. Complex IV activity was measured by monitoring the decrease in the absorbance value at 550 nm after oxidation of reduced cytochrome c. Complex V activity was assessed by the increase in the absorbance value at 660 nm.

### JC-1

The changes in MMP of primary hippocampal neurons were monitored using JC-1 staining, a dual emission probe that exists as monomers with green fluorescence at low MMP and forms aggregates with red fluorescence at high MMP [81]. Primary hippocampal neurons were seeded and maintained in glass bottom dishes until 7 DIV and were stimulated with 1 nM NPCT or d-NPCT for another 24 h. After washing with warm HBSS three times, JC-1 (1:200; Solarbio Cat# M8650, Beijing, China) was diluted with NB, added back to the dishes, and incubated for 20 min at 37 °C and 5% CO_2_/95% air. The change of red and green fluorescence was monitored with a confocal microscope (Olympus Confocal Laser Scanning Microscope Fluoview FV3000, RRID:SCR_017015, Tokyo, Japan). The ratio of red/green fluorescence intensity was analysed using ImageJ software v.1.52a (National Institutes of Health, MD, USA; RRID:SCR_003070). The alterations of MMP in the in vitro SE model was monitored by the same JC-1 staining method, at the time points as those in the in vitro neuronal death assays.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism v.9.0 (GraphPad Software, CA, USA; RRID:SCR_002798) and SPSS v.25 (IBM Corporation, NY, USA; SPSS, RRID:SCR_002865). Band intensities of western-blot, and intensities of IgG extravasation were analysed with ImageJ software v.1.52a (National Institutes of Health, MD, USA; RRID:SCR_003070). Fluorescent images captured with same parameters were analysed with Image Pro Plus v.6.0 (Media Cybernetics, MD, USA; RRID:SCR_016879) and ImageJ software v.1.52a (National Institutes of Health, MD, USA; RRID:SCR_003070). Experiments were repeated independently at least three times. Shapiro–Wilk test was used to determine the normality of data. *F* test (2 groups) and Brown–Forsythe test (3 or more groups) were used to test the homogeneity of variance. Continuous variables were presented as mean ± SEM for normal distribution and median with interquartile range (IQR) for skewed distribution. Student’s t-test (2 groups), one-way ANOVA with Turkey’s or Dunnett’s post-hoc analyses (3 groups and more) were used to compare data with normal distribution, and Welch’s correction (with Dunnett’s T3 post-hoc analyses for multiple comparison of 3 or more groups) was performed if variances were significantly different. Mann–Whitney *U* test (2 groups) and Kruskal–Wallis *H* test with Dunn’s post hoc analyses (3 groups and more) were used to compare data with skewed distribution. Repeated-measure two-way ANOVA or Mixed effects model with Turkey’s post-hoc analyses were used to assess statistical difference over time. Categorical data were presented as numbers with percentages and were compared with Chi-square test. Log-rank test was used to compare survival over time. Investigators who analysed EEG data were blinded to grouping allocation. Investigators in other experiments (such as western blots, real-time PCR, etc.) were unblinded. Two-sided *P* < 0.05 was considered statistical significance.

## Supplementary information

Supplementary Figures

Uncropped western blots

aj-checklist

## Data Availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

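RNA was measured in 9 libraries of rat primary hippocampal neurons, 3 from neurons incubated with vehicle, 3 with 1 nM NPCT and 3 with 1 nM PCT for 24 h from 7 days in vitro. The methods state that RNA was extracted from pooled samples of biological triplicates, and the sample labels number 3 replicates per group. The authors sequenced the libraries, aligned the clean reads with Hisat2, counted them on genes with featureCounts and converted the counts to FPKM. The deposited table holds these FPKM values, unlogged, together with identifier, symbol, position, strand, length and biotype of 34092 genes. The authors tested counts with DESeq2 and annotated the DEGs with clusterProfiler. The values here are FPKM, so limma on log2 FPKM was used for the main fit. Counts were tested only in the limma-voom alternative on the recovered fragments, and DESeq2 was not run. GO and KEGG annotations and the rat genome sequence were not used here, and the position of a gene is given as the table gives it, on a build that the paper's text does not name.

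The unit was checked by multiplying each FPKM by gene length. The products were whole multiples of a single step per library in 100% of the values above 0, which gave back the fragments per gene, between 13573056 and 17211642 in total per library. The totals of NPCT and PCT libraries did not differ from the controls beyond the spread (exact two-sided permutation test, p = 0.3 and 0.8). Between 19206 and 19696 genes per library were listed above 0. Each library was divided by its median ratio to the geometric mean of the 9 libraries, and this factor was 1 in all of them.

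Genes with a mean FPKM of at least 0.5 over the 9 libraries were tested, 15958 in all. The number of genes without a symbol in the table was 1209. The log2 of FPKM plus 0.1 was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 9 libraries, contrasts between the 3 groups and a prior variance that follows the intensity. P values were adjusted by Benjamini-Hochberg within each comparison. A gene was a DEG at an adjusted p of at most 0.05 and a fold change above 1.5. The correlation of the NPCT and PCT fold changes was set against 100 simulations of unchanged genes with the control libraries in common. Replicate numbers were not treated as pairs, since libraries of the same number in different groups did not resemble each other (correlation from -0.07 to 0.03 of their departures from the group means). A difference between single libraries was described as the correlation of log2 differences over 9795 genes with a mean FPKM of at least 5 outside the lists.

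The processing was tested on simulated data. Genes varied independently at a single dispersion, and no difference between libraries moved many genes together. The changed genes and both lists were drawn from the better expressed genes. The values therefore show that the steps work, and not how well they recover changes in these libraries. Of 200 genes changed 2-fold among 15971, limma called 195, or 97.5%, with 0 in the wrong direction and 10 false calls, and limma-voom called 199 with 2 false calls. A list of 80 genes shifted by 0.25 on the log2 scale came out with a median of 0.28 (camera, adjusted p = 1.0e-26), and an unshifted list with an adjusted p of 0.640.

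Before the data were examined, 24 lists of genes were written down by symbol. They were nuclear OXPHOS subunits with complexes I to V apart, respiratory chain subunits of the mitochondrial genome, cytosolic and mitochondrial ribosomal proteins, glycolysis, TCA cycle, proteasome, cytokines with chemokines and receptors, complement with the S. aureus pathway, glutathione transferases, extracellular matrix, and markers of microglia, astrocytes, oligodendrocytes, endothelium with pericytes, fibroblasts, red blood cells, neurons and proliferation. Of these, 23 had genes to test. A list was tested with limma's camera at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over the lists of a comparison, and with a one-sided Fisher's exact test for its share of the DEGs. The level of a list in a library was the median over its genes of the log2 level relative to the mean of the 9 libraries, and groups of 3 such levels were compared by exact two-sided permutation tests, whose smallest p is 0.1.

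Genes named in the text were chosen by fixed rules, namely the 5 largest rises and 5 largest falls among the DEGs with a symbol of each comparison with vehicle, where the 3 treated libraries all lay on the same side of the controls, the called gene with the smallest adjusted p of a list, and genes that the paper itself names. The genes called with both peptides, and COX1, C3, Cxcl10 and Timp1, were added after the results were known. A fold change against a group with at most 3 fragments in every library was given as a lower bound. Of the DEGs, 1 for NPCT, 17 for PCT and 43 for NPCT against PCT had such a group, and in 0, 1 and 4 of them both groups were so low. Setting list members at their bound changed the median of 1 list only, that of microglia with PCT, from -1.50 to -1.59. This step was added after the results were known.

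The alternatives fixed beforehand were pseudocounts of 1 and 0.01, a mean FPKM of at least 1, no filter on low values, FPKM as deposited, quantile normalization, a fit of only the 2 groups compared, the replicate number as a block, removal of each library's trend with gene length (lowess, span 0.3) alone or with the block, limma-voom on the recovered fragments, limma without trend, no fold change threshold, a fold change above 2, each library left out in turn, fry, camera with an estimated correlation, 10000 random lists matched on expression and length in 10 bins, and a Fisher background of genes with a mean FPKM of at least 10. Scaling by total fragments, the library's slope on gene length as a covariate, and a Fisher test on the DEGs of the fit of only the 2 groups compared were added after the data had been seen. A correction for GC content was planned on condition that sequences were used, and was not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The result of 1 gene that the paper names is not reported here. Sequencing reads, and the other experiments of the paper, were not analysed here.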

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

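The lists in this part were fixed before the data were examined, and the tests of explanations were chosen after the results had been seen.

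The following 3 results of PCT against control concern genes that the paper does not discuss for PCT. The nuclear OXPHOS subunits rose with PCT, with a median log2 fold change of 0.22 and 71 of 78 genes higher (adjusted p = 2.5e-10, limma's camera with Benjamini-Hochberg adjustment, 0.0466 with fry, 0.234 with an estimated correlation and 0.0096 against random lists matched on expression and length, whose median was 0.13). The cytosolic ribosomal proteins rose by a median of 0.25, with 63 of 69 genes higher (adjusted p = 3.9e-13, with fry 0.0207, with an estimated correlation 0.209). The mitochondrial ribosomal proteins rose by a median of 0.23, with 70 of 76 genes higher (adjusted p = 1.8e-10, with fry 0.0207, with an estimated correlation 0.193). By the preset rule, 0 OXPHOS genes were DEGs with PCT, although 33 had an unadjusted p under 0.05, and 12 had an adjusted p of at most 0.05 when adjusted over the list alone. Each ribosomal family held 1 DEG. Rpl8 had a log2 fold change of 0.70 (adjusted p = 0.0459, limma with Benjamini-Hochberg adjustment, up to 0.164 with single libraries left out) and Mrps7 one of 0.70 (adjusted p = 0.0173, up to 0.0796).

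Several explanations were tested for the rise of the OXPHOS subunits with PCT. PCT replicate 3 alone is excluded as the cause, since the median without that library was 0.14. The gene length trend as the whole cause is excluded as well, with 0.14 left after its removal. The ribosomal lists kept medians of 0.21 and 0.19 without PCT replicate 3, and 0.18 and 0.17 with the length trend removed. The actual division of the libraries was the 1 of 10 possible splits with a median as far from 0, and since a share below 10% is not possible, this test decides nothing. The level of the OXPHOS subunits was 0.06 ± 0.11 in the PCT libraries and -0.15 ± 0.014 in the control libraries (SD, n = 3 each; exact two-sided permutation test, p = 0.1). This p is the smallest that 3 libraries against 3 allow, so it decides nothing either way. A difference between batches of cultures or libraries was not tested, and quantitative PCR of these subunits in independent cultures would show whether the rise recurs.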

How the results depend on the processing

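Scaling by total fragments, the library's slope on gene length as a covariate, and the Fisher test on the DEGs of the fit of only the 2 groups compared were chosen after the results were seen, and the other alternatives were fixed beforehand.

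The number of DEGs between NPCT and control, 35 in the fit of all 9 libraries, depended on nearly every choice. It rose to 208 with a mean FPKM of at least 1, 189 with quantile normalization, 579 with only the 2 groups compared, 122 with the gene length trend removed (54.1% higher with NPCT, against 68.6% of the 35), 354 with limma-voom and 75 with no fold change threshold. It fell to 9 with a fold change above 2. With no filter on low values it fell to 9 as well, but 3 were higher and 6 lower, and only 2 of the 35 were kept. It was 0 with limma without trend (4408 genes at an unadjusted p under 0.05), 0 with scaling by total fragments (4708) and 0 with the slope covariate (1426). Leaving out single libraries gave 0 to 560. The smallest adjusted p from limma with Benjamini-Hochberg adjustment was 0.0493, so that a small shift of the p values moved many genes past the threshold or all of them back.

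With the replicate number as a block the NPCT count was 319, and 179 with the block and the length trend removed (55.3% higher). The shared DEGs were 42 with the block and 25 with the block and the length trend removed. The numbers of the replicates do not pair libraries across groups as far as the data show, so the block was not used for the counts of the text.

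The DEGs between PCT and control, 368, were 671 with no fold change threshold and 193 with a fold change above 2, and 172 to 391 with single libraries left out. The DEGs between NPCT and PCT, 919, were 454 with only the 2 groups compared, 325 with the slope covariate, 2599 with no fold change threshold and 435 with a fold change above 2, and 527 to 1625 with single libraries left out. Of the 2599, 48.9% were higher with NPCT, against 76.1% of the 919. The shared DEGs, 5, were 24 with a mean FPKM of at least 1, 20 with quantile normalization, 18 with only the 2 groups compared, 18 with the length trend removed, 30 with limma-voom, 21 with no fold change threshold, 1 with a fold change above 2, and 0 with limma without trend, with scaling by total fragments and with the slope covariate. With single libraries left out they were 0 to 45.

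The medians of the lists that rose or fell with NPCT do not change with the test, but their adjusted p does. For the nuclear OXPHOS subunits (0.23) the adjusted p was 2.8e-07 with camera, 0.0518 with fry, 0.469 with an estimated correlation and 0.222 against random lists, all with Benjamini-Hochberg adjustment in limma's tests, and over all alternatives it ranged from 6.6e-09 to 0.469. Complex I (0.24), complex IV (0.23), complex V (0.21), the cytosolic ribosomal proteins (0.24) and the mitochondrial ribosomal proteins (0.21) were likewise past the threshold with camera only, and against random lists their adjusted p was 0.347, 0.850, 0.789, 0.128 and 0.202. Complex V was 0.14 to 0.28 and the mitochondrial ribosomal proteins were 0.14 to 0.24 with single libraries left out, and they were 0.082 and 0.11 with the length trend removed. The list of the mitochondrial genome (-0.62) lost its call with fry and with an estimated correlation and kept it against random lists (0.0023). Complex IV was 0.065 with the length trend removed, alone or with the block, and 0.23 to 0.37 with single libraries left out, where its adjusted p without NPCT replicate 3 was 0.0743. Complex II reversed to -0.0074 with the length trend removed, alone or with the block.

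With an estimated correlation, none of the following lists stayed past the threshold for PCT. The adjusted p was 0.234 for OXPHOS (0.22), 0.193 for complement (-1.75), 0.251 for cytokines (-0.23), 0.193 for extracellular matrix (-0.15) and 0.234 for glutathione transferases (-0.43). With fry only the cytokines among them lost their call (0.056). The size of the complement median, though not its direction, depended on genes of low level, with -0.86 at a pseudocount of 1 and -0.20 with no filter on low values. The fall of the mitochondrial genome with NPCT was -0.23 with quantile normalization and -0.21 with the slope covariate. Cytokines among the PCT DEGs were 3 with a background of a mean FPKM of at least 10 (adjusted p = 0.0636). OXPHOS subunits among the NPCT DEGs were 12 with the DEGs of the fit of only the 2 groups compared.

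Between NPCT and PCT, OXPHOS (0.06) reversed to -0.016 with the length trend removed, alone or with the block, and to -0.045 with the slope covariate. The mitochondrial genome was -0.24 with quantile normalization (adjusted p = 0.0506, range over alternatives 8.8e-06 to 0.401) and -0.60 with an estimated correlation. With single libraries left out it was -0.81 to -0.38. Complement (2.11), extracellular matrix (0.25) and glutathione transferases (0.32) lost their calls with an estimated correlation only, at an adjusted p of 0.401 for the last of them. Cytokines (0.23) lost theirs with fry (0.087) and with an estimated correlation (0.633), and were 0.11 to 0.26 with single libraries left out, with an adjusted p of up to 0.157.

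Other signs that reversed belonged to values near 0 or to lists that rest on single libraries. With NPCT, microglia were -0.017 to 0.81 and complement -0.034 to 0.34 with single libraries left out, and the TCA cycle was -0.027 to 0.021, with 0.014 under scaling by total fragments and 0.027 under the slope covariate. The proteasome was -0.0041 with the length trend removed, alone or with the block, and endothelium and pericytes were -0.079 with no filter on low values. With PCT, the mitochondrial genome was -0.20 to 0.12 with single libraries left out and 0.027 with the slope covariate. Glycolysis with PCT was -0.042 with quantile normalization, -0.0034 with the length trend removed, alone or with the block, -0.018 to 0.078 with single libraries left out and -0.0035 with the slope covariate. With single libraries left out, Calca with PCT was -0.31 to 0.52. With NPCT, Rbfox3 was -0.0049 with the length trend removed, alone or with the block, and -0.044 with the slope covariate, and Gapdh was -0.020 with the length trend removed, alone or with the block.

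Of the alternatives of 48 comparisons of single genes, 254 were weaker and 6 reversed, against 842 that stayed. Of those of 24 other lists, 34 were weaker, 21 stronger and 20 reversed, against 549 that stayed, and of those of the DEG counts by direction 46 were weaker and 26 stronger, against 78 that stayed. The cause was not tested.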

Differences from the paper's values

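Every fit of this part apart from the one named as added was fixed before the data were examined.

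The paper counts 594 DEGs between NPCT and vehicle, and 35 were found here in the fit of all 9 libraries. These numbers come from different tests, DESeq2 on read counts in the paper and limma on log2 FPKM here. The paper gives 433 of them as upregulated, against 24 here, and 161 as downregulated, against 11 here. With a fit of only the 2 groups compared the counts were 579, 421 and 158, and without PCT replicate 3 they were 560, 392 and 168. Of the settings fixed beforehand, these came closest to the 3 counts of the paper. In all other settings fixed beforehand the 3 counts lay further from the paper's. These were pseudocount 1 with 43 DEGs, pseudocount 0.01 with 33, a mean FPKM of at least 1 with 208, no filter on low values with 9, FPKM as deposited with 35, quantile normalization with 189, the replicate block with 319, the block with the gene length trend removed with 179, the length trend removed with 122, limma-voom with 354, limma without trend with 0 (4408 genes at an unadjusted p under 0.05), no fold change threshold with 75 and a fold change above 2 with 9. The other 8 fits with 1 library left out gave 0 to 223.

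The paper places OXPHOS at the head of the enriched pathways for NPCT. In the fit of all 9 libraries 0 of 78 nuclear OXPHOS subunits were DEGs, with 41 at an unadjusted p under 0.05. With the DEGs of the fit of only the 2 groups compared, a test added after the data had been seen, 12 of 78 were DEGs (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 2.6e-04, where the test on the 9-library DEGs gave 1). In that test the list with the smallest adjusted p was that of the mitochondrial genome, with 7 of 13 genes called and all 7 lower (adjusted p = 2.6e-06).

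The paper also names a term of ribosome structure among the most enriched for NPCT. Of 69 cytosolic ribosomal proteins, 0 were DEGs in the fit of all 9 libraries, with 32 at an unadjusted p under 0.05, and 7 were DEGs in the fit of only the 2 groups (adjusted p = 0.0709, a test added after the data had been seen).

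The paper describes the effect of PCT on neurons as inflammatory. Here 9 of the 10 complement and S. aureus genes called with PCT were lower than in control neurons, and of the 14 cytokine and receptor genes called, 9 were lower and 5 higher. The paper contrasts the functions of PCT and NPCT. The nuclear OXPHOS subunits rose with both, by a median of 0.22 with PCT and 0.23 with NPCT, and the direct comparison gave 0.06 (adjusted p = 0.843, limma's camera with Benjamini-Hochberg adjustment). The 2 rises were measured against the same 3 control libraries, so they are not independent, and low levels in these controls would raise both. Without PCT replicate 3 the median with PCT was 0.14. The direct comparison ranged from 0.0015 to 0.11 with single libraries left out. In the fit of all 9 libraries 0 of 78 subunits were DEGs with either peptide, with 41 at an unadjusted p under 0.05 with NPCT and 33 with PCT. In fits of only the 2 groups compared, in tests added after the data had been seen, 12 of the 78 subunits were called with NPCT and 0 of 78 with PCT (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 2.6e-04 and 1), and whether these counts differ was not tested.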

Other observations

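The counts of DEGs and of shared DEGs over other splits were predicted before the data were examined, and all other tests of this part were chosen after the results were seen.

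Whether an arbitrary division of the libraries gives the same result was examined by dividing them in every other way. For the DEGs of NPCT, of PCT and of NPCT against PCT, 1 of 10 splits of the 6 libraries gave as many calls, the actual one. For the medians of nuclear OXPHOS with NPCT and with PCT, of the mitochondrial genome with NPCT and of complement with PCT, again 1 of 10 splits was as far from 0. With 10 splits no smaller share is possible, so this test decides nothing. Other values do for part of the results. In 100 simulations of unchanged genes that vary independently, at most 2 genes were called in either comparison with vehicle, against 398 observed, which excludes independent variation of single genes as the source of these DEGs as a set. The complement levels with PCT, -1.41 to -0.87, lay far from the 0.39 to 0.57 of the controls relative to the spread within either group (SD 0.27 and 0.09, n = 3 each), and Lcn2 went from 1184 ± 149 to 47.8 ± 24.4 FPKM. The simulations hold no difference between libraries that moves many genes together, so for the NPCT results such a difference stays open. For the shared DEGs, 3 of 100 splits of the 9 libraries gave as many. Such splits mix libraries of different treatments within a group, which widens the spread within groups, so this share decides nothing either. The overlap to be expected between lists of these sizes was not tested.

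The rise of the nuclear OXPHOS subunits with NPCT may in part be a difference between libraries that occurs without NPCT. PCT replicate 3 departed from PCT replicates 1 and 2 much as NPCT libraries departed from controls, with a Spearman's rho of 0.72 over 9795 genes outside the lists and 78.6% of genes in the same direction, and it carried 0.18 of OXPHOS and -0.51 of the mitochondrial genome. The same departure did not carry the complement genes (0.05). This candidate explanation fits, and what the difference between the libraries is was not tested here. With each library's slope on gene length as a covariate, the rise of OXPHOS with NPCT was 0.13. A fit with a term common to PCT replicate 3 and the NPCT libraries was also tried while exploring the data, and it left little of the rise. It in effect subtracts the 0.18 from the 0.23, and since its grouping was drawn from the data it is not used as a test. With the length trend removed, 0.081 remained (adjusted p = 0.0122, limma's camera with Benjamini-Hochberg adjustment). The levels were then -0.024 to 0.088 in the NPCT libraries and -0.086 to -0.071 in the control libraries. This argues against the length trend as the whole cause. What remained is small and does not tell an effect of NPCT from another difference between libraries. Independent cultures with more libraries per group, with library preparation spread over the groups, would settle it.

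The fall of the 13 subunits of the mitochondrial genome with NPCT could likewise be a library difference, because PCT replicate 3 showed -0.51 without NPCT. The length trend is excluded as the whole cause, with -0.70 after its removal, and so is a common factor per library, with -0.58 when scaled by total fragments. The size of the fall is less certain, since it shrank to -0.21 with the slope covariate, which follows the same library difference. It was -0.23 with quantile normalization. That step can by itself shrink a joint fall of transcripts at the highest levels, so this value does not measure the size. The list levels were -0.36 ± 0.09 in the NPCT libraries and 0.20 ± 0.09 in the control libraries (SD, n = 3 each; exact two-sided permutation test, p = 0.1, the smallest possible). With fry the fall was not past the threshold (adjusted p = 0.0518, limma with Benjamini-Hochberg adjustment). An effect of NPCT is left open, and measuring mitochondrial DNA and both sets of transcripts in the same cultures would decide.

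The fall of the complement genes with PCT is likely tied to the cells other than neurons in the cultures. The microglia list fell by a median of -1.50 with 19 of 19 genes lower, and this candidate explanation of fewer microglia fits. Of the 20 complement genes 3 are also in the microglia list, and the other 17 had a median of -1.87. The length trend is excluded as the cause, with -1.72 after its removal, and PCT replicate 3 alone is excluded, with -1.71 without it. Fewer microglia and lower expression in each microglial cell were not separated, and counting Aif1-positive cells after PCT would do so.

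The astrocyte list also fell with PCT, by a median of -0.55 with 15 of 17 genes lower (adjusted p = 8.0e-10, limma's camera with Benjamini-Hochberg adjustment, 0.0107 with an estimated correlation). Fewer astrocytes could be the reason. Gfap went the other way by 0.25 (776 to 919 FPKM, adjusted p = 0.147 from limma with Benjamini-Hochberg adjustment). A single gene cannot exclude a loss of astrocytes, because the level per cell was not separated from the number of cells. Genes of astrocytes and of inflammation moved in both directions with PCT, with log2 fold changes of -4.74, -4.09 and -4.80 for Lcn2, C3 and Serping1 and of 2.25, 1.78 and 1.14 for Cxcl1, Cxcl10 and Timp1.

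The microglia list rose with NPCT by a median of 0.45 (adjusted p = 0.0486, limma's camera with Benjamini-Hochberg adjustment). NPCT replicate 3 alone may be the cause, since the median without that library was -0.017, and this candidate explanation fits. The levels of the NPCT libraries ranged from 0.24 to 1.94.

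Other lists were tested without a prior expectation. With NPCT, the medians were 0.38 for oligodendrocytes (adjusted p = 0.0117, limma's camera with Benjamini-Hochberg adjustment), -0.14 for neurons (0.0448), 0.11 for glycolysis (0.0936), -0.02 for the TCA cycle (0.866), 0.09 for the proteasome (0.340), 0.08 for extracellular matrix (0.0990), 0.15 for glutathione transferases (0.0676), -0.04 for cytokines (0.814), 0.18 for complement (0.256), 0.10 for astrocytes (0.28), 0.08 for endothelium and pericytes (0.28), -0.14 for fibroblasts (0.256) and -0.18 for proliferation (0.104). With PCT, they were 0.19 for the proteasome with 31 of 31 genes higher (adjusted p = 7.6e-10, limma's camera with Benjamini-Hochberg adjustment), 0.13 for the TCA cycle (0.0043), 0.01 for glycolysis (0.671), -0.05 for the mitochondrial genome (0.646), 0.23 for oligodendrocytes (0.0772), -0.10 for endothelium and pericytes (0.442), 0.28 for fibroblasts (0.121), -0.09 for neurons (0.0912) and -0.08 for proliferation (0.410). Complexes I to V rose with PCT by 0.21, 0.15, 0.17, 0.27 and 0.30. Several of these medians rested on single libraries. With 1 library left out, oligodendrocytes with NPCT ranged from 0.21 to 0.44, lowest without NPCT replicate 3, whose level was 0.50 against 0.053 and 0.040 in the other NPCT libraries, and their adjusted p stayed at 0.0371 or lower. Neurons with NPCT ranged from -0.14 to -0.12, with an adjusted p of up to 0.0906, proliferation with NPCT from -0.32 to -0.023, fibroblasts with NPCT from -0.25 to -0.046 and fibroblasts with PCT from 0.087 to 0.33. Of the red blood cell markers 0 of 17 were expressed enough to test. Between NPCT and PCT, microglia were higher with NPCT by 2.06 (adjusted p = 9.3e-09, limma's camera with Benjamini-Hochberg adjustment) and astrocytes by 0.50 (4.2e-08), and the proteasome was lower by 0.17 (3.0e-04) and fibroblasts by 0.44 (0.0328). Of 9 lists past the threshold in this comparison, 7 passed with fry, 1 with an estimated correlation and 9 against random lists.

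Several genes that the paper names or whose proteins it stains or measures were read at the RNA level with NPCT. The log2 fold change was 0.19 for Dlg4 (adjusted p = 0.133, limma with Benjamini-Hochberg adjustment), -0.31 for Gphn (0.112), -0.21 for Syn1 (0.139), -0.42 for Map2 (0.0590), 0.06 for Rbfox3 (0.602), 0.12 for Gfap (0.377), 0.62 for Aif1 (0.399) and -0.27 for Bdnf (0.328). Calca, the gene of PCT, had 0.60 with NPCT (adjusted p = 0.345) and 0.08 with PCT (0.944), on at most 32 fragments per library. Actb and Gapdh had -0.19 (0.202) and 0.11 (0.362).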
